# Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing

**DOI:** 10.1111/wrr.70079

**Published:** 2025-08-29

**Authors:** Mahyar Aghapour, Florian Olde Heuvel, Albrecht Fröhlich, Adelheid Heinzl, Pallab Maity, Karmveer Singh, Yongfang Wang, Jinnan Cheng, Francesco Roselli, Karin Scharffetter‐Kochanek

**Keywords:** skin barriers, traumatic brain injury, wound healinginnate and adaptive immunity

## Abstract

Though Traumatic Brain Injury (TBI) and skin trauma often occur together, it is unresolved whether TBI changes the healing of skin wounds. We here explored whether TBI impacts the sequence of events during skin wound healing. Incisional skin wounds from mice subjected to TBI were assessed employing unbiased transcriptome analysis and immunostaining. Transcriptome analysis at day 1 after combined trauma detects a significant enrichment of genes involved in macrophage and T cell recruitment and activation in contrast to skin wounds without TBI. At day 7 after combined trauma, genes in pathways of re‐epithelialisation including cornification and keratinisation and of anti‐inflammatory responses were highly enriched. These findings were confirmed by immunostaining with increased re‐epithelialisation and cornification and an increased number of macrophages and T cells resolving inflammation. Moreover, the number of dermal myofibroblasts is highly increased in skin wounds after combined trauma. Collectively, TBI induces a robust defence response characterised by early onset of enhanced immunity, faster epidermal barrier formation, and myofibroblast‐driven acceleration of wound closure, which may together help counteract systemic infection.

## 1 Introduction

Traumatic brain injury (TBI) is a neurological disorder that not only alters brain functionality but in many ways also negatively affects peripheral organs [1]. TBI perpetuates systemic inflammation and exerts profound modifications of the adrenergic/cholinergic autonomic system, leading to barrier disruption of the lung and the gastrointestinal tract among other adverse effects [2]. Nevertheless, it is unknown whether and how TBI affects different wound healing phases in skin injury co‐occurring with brain trauma often observed in accidents. Wound healing of the skin is essential to restore its functionality as a barrier against infection. Skin wounds that do not heal are a constant threat for systemic infections and deadly sepsis. This is particularly true for TBI, which is responsible for severe immune suppression [3] and high susceptibility for infections. In fact, many patients with TBI die from a systemic infection [4]. It is therefore of high clinical relevance to advance our insight into wound healing of the skin after combined TBI and skin trauma.

Currently, it is unclear whether and how TBI affects healing of skin injury, often co‐occurring with brain trauma in accidents. Physiologically, wound healing of the skin is initiated by the phase of haemostasis in which platelets and platelet‐derived factors form a first clot to primarily stop bleeding at the site of injury. Clotting is followed by the early inflammation phase with recruitment of neutrophils and pro‐inflammatory macrophages to mitigate pathogen invasion and propagation. Pro‐inflammatory macrophages clean the wounds by engulfing apoptotic and necroptotic neutrophils beside bacteria. Thereafter, in the late inflammation phase, pro‐regenerative, arginine synthase expressing macrophages resolve inflammation, instruct myofibroblasts to deposit interstitial collagens and foster myofibroblast‐dependent wound contraction. In parallel, epidermal barrier formation occurs to additionally counteract microbial invasion [5, 6].

Previously unreported, we have discovered that TBI improves wound healing of the skin by accelerating the early phase of immune cell recruitment, and subsequent induction of anti‐inflammatory and pro‐regenerative macrophages in skin wounds leading to faster wound closure and re‐epithelialisation as opposed to skin wounds without concomitant TBI. The observed defence response in wounds of combined TBI skin trauma is unexpected and likely contributes to better infection control and survival.

## 2 Materials and Methods

### 2.1 Mouse Model of TBI

TBI was performed using a modified closed weight drop model [7] delivered employing a stereotactic apparatus. Briefly, adult C57BL/6 mice aged p60‐80 were anaesthetised with 5% sevoflurane in 95% O_2_ and treated with 0.1 mg/Kg of buprenorphine prior to the injury. The skin was incised on the midline (2 cm longitudinal incision) to expose the skull, and the mouse was positioned in the apparatus, in which the sides of the head were fixed onto the holding frame. The impact was delivered by dropping a weight of 120 g from a height of 45 cm with a displacement into the skull of 2.5 mm onto specific coordinates of the parietal lobe (*x* = +3.0; *y* = −2.0; *z* = 0.0). 100% of O_2_ was administered after the impact until normal breathing was restored. The skin was sutured with Prolene 6–0 (four sutures) and mice were transferred to their cage with water and food ad libitum. Mice received postoperative analgesia by injection of 0.1 mg/Kg buprenorphine every 8 h until 24 h after impact. Mice were subjected to neurological examination 3 h after TBI using the Neurological Severity Score standardised assessment (performed as previously reported [8, 9]). In agreement with previous reports, all mice had an NSS score less than 1, which defines and corresponds to a mild TBI model. Postoperative assessment and scoring were performed every day until mice were sacrificed. Mice were then euthanised 1 DPI and 7 DPI upon TBI for further experimentation.

### 2.2 RNA Isolation From Skin and Bulk RNA Sequencing

Total RNA was extracted from cranial sutured skin wounds using RNeasy plus kit (Qiagen) according to the manufacturer's instructions. 1–5 μg of extracted total RNA was poly‐A enriched and then subjected to library preparation using Illumina compatible RNA seq libraries. RNA seq libraries were quality controlled through Agilent 5400 Bioanalyzer and by Qubit fluorimeter. Quality validated libraries were sequenced on Illumina NovaSeq × Plus 150 bp paired‐end sequencing system (sequencing depth > 20 million read pair per sample).

The sequencing reads were adaptor trimmed, and quality filtered, followed by aligning to mouse reference genome (mm10) using HISAT2. The aligned reads were used for transcriptome assembly and finally differential expression of genes were measured by DEseq2. Pathway analyses were performed by ClusterProfiler and GO and KEEG pathways. Gene set enrichment analysis was carried out using available R package. Visualisation and representation of the RNA seq data were performed by several custom R scripts in R‐Studio environment.

### 2.3 Quantitative PCR

cDNA was synthesised using 1 μg of total RNA (Maxima first strand cDNA synthesis kit for RT‐qPCR, ThermoFisher Scientific), and 50 ng of synthesised cDNA was employed for quantitative PCR using Power SYBR Green master mix (ThermoFisher Scientific) and QuantStudio 5 Real‐Time PCR System (ThermoFisher Scientific). Log2 fold change of ∆∆Ct (threshold cycle) values was used for analyses. The sequences of the primers used in RT‐qPCR were summarised in Table S1.

### 2.4 Immunostaining

Skin tissues were collected from sutured cranial skin and fixed overnight in 4% PFA in PBS. Subsequently, paraffin embedding was done using an automated tissue processor system (Leica TP1020). Paraffin sections of 5 μm were used for histological analysis. Deparaffinised tissue sections were hydrated through ascending series of ethanol followed by either haematoxylin–eosin staining or immunofluorescence staining. For immunofluorescence staining, the dehydrated sections were used for antigen retrieval and blocking. The blocked sections were then probed with the primary antibodies overnight at 4°C (chicken anti‐cytokeratin 14, ThermoFisher Scientific, Cat: MA5‐11599; rat anti‐CD3, NovousBiologicals, Cat: MAB‐4841; rabbit anti‐filaggrin, BioLegened, Cat: 905804; Rabbit anit‐involucrin, Biolegend, Cat: 924401; Rabbit anti‐collagen III alpha, NovousBiologicals, Cat: NB600‐594; Rabbit anti‐collagen I, NovousBiologicals, Cat: NB600‐408; Rabbit anti‐keratin 10, BioLegened, Cat: 905404; rabbit anti‐loricrin, BioLegend, Cat: 905104; rabbit CD11c, Cell Signalling, Cat: 45581S; mouse anti‐MHC class II, Cell Signalling, Cat: 68258S; rat anti‐F4/80, TheromoFisher Scientific, Cat: 14–4801‐85; anti arginase 1, Cell Signalling, Cat: 93668S). The sections were subsequently rinsed with PBS, followed by an incubation with the fluorophore labelled secondary antibodies (goat anti‐rabbit IgG Alexa Fluor 488, ThermoFisher Scientific, Cat: A11008; goat anti‐rabbit IgG Alexa Fluor 555, ThermoFisher Scientific, Cat: A27039; goat anti‐chicken IgG Alexa Fluor 555, ThermoFisher Scientific, Cat: A21437; goat anti‐rat IgG Alexa Fluor 555, ThermoFisher Scientific, Cat: A21434; goat anti‐mouse IgG Alexa Fluor 555, ThermoFisher Scientific, Cat: A21422). After serial washing with PBS, sections were counter‐stained with DAPI for nuclear staining. Sections were washed once, thereafter mounted in fluorescence mounting media (Dako) and visualised by AxioVision microscope coupled with a CCD camera for image capture. The images were further analysed by ImageJ in terms of fluorescence intensity and area.

### 2.5 ELISA

Mouse sera were explored for insulin growth factor 1 (IGF‐1), S100A8/A9, c‐c motif chemokine 22 (CCL22) and calcitonin gene‐related peptide 1 (CGRP1) measurements using sandwich ELISA‐based, commercially available kits (Mouse/Rat IGF1 ELISA, R&D, Cat: MG100; Mouse S100A8/A9 ELISA, R&D, Cat: DY8596; Mouse CCL22/MDC ELISA, R&D, MCC220; Mouse CGRP1 ELISA, NovousBiologicals, Cat: NBP3‐00522). In brief, diluted serum (500‐fold for IGF1 and 16‐fold for S100A8/A9, CCL22 and CGRP1) was added to the antibody‐coated wells and incubated for 2 h at room temperature, followed by 2 h incubation with the appropriate HRP‐conjugated secondary antibody and finally developed with tetramethylbenzidine (TMB). The exact concentration of target proteins present in the serum was calculated from the given standard curves based on the recorded optical density at 450 nm by a microplate reader (Varioskan LUX Multimodus, ThermoFisher Scientific).

### 2.6 Statistical Analysis

Data analysis was carried out using GraphPad Prism version 9.00. Data are presented as mean ± standard errors of mean (SEM). The significant value was calculated using unpaired two‐tailed Student's *t* test and depicted in graphs as stated in figure legends as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

## 3 Results

### 3.1 TBI Induces a Protective Transcriptomic Profile in Skin Wounds

To understand how TBI impacts the healing process of skin wounds, we screened for differential gene expression employing an unbiased RNA seq analysis of bulk skin samples obtained at 1 DPI and 7 DPI from incisonal wounds performed concomitantly with the induction of TBI. 

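RNA from sutured cranial skin was sequenced in 5 groups of 3 mice each, 15 samples in all. At 1 DPI and at 7 DPI, incisional wounds from mice with a closed weight-drop TBI (T + W) were compared with wounds from mice without TBI (W), and the remaining group was uninjured skin. The sample labels name the wound only mice sham, and the paper's name W is used here. The authors enriched poly-A RNA, sequenced it as paired ends, trimmed adaptors, filtered reads by quality, aligned them to mm10 with HISAT2 and assembled transcripts. They deposited the number of reads counted on each gene, without normalization, and the FPKM of each gene. The paper's text does not name the program that counted the reads. The FPKM values divide each count by the gene's length and by an effective library size, which was 0.909 to 1.11 times the total count of the sample.

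The total count on genes in T + W at 1 DPI ranged from 22032885 to 26900647 per mouse, with a median of 26296404. In W at 1 DPI it ranged from 23566433 to 27343544 with a median of 24702016. At 7 DPI the totals were lower, from 18954463 to 21309302 (median 20109104) in T + W and from 12176091 to 16340224 (median 13262684) in W. Uninjured skin had 20885002 to 27821470 counts per mouse, with a median of 24465571. These are reads counted on genes, and the values use them; the depth of more than 20 M read pairs per sample that the methods give refers to sequenced reads. The smallest expression that 3 counts can show was 0.108 to 0.246 CPM (the count scaled to the library size), depending on the sample. Floors of this kind cover counting error only. Replicates of a group differed by more than sampling noise in each of the 15 pairs (chi-square per gene between 23.1 and 174), so each mouse was counted as 1 replicate.

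From the counts, T + W was compared with W at each time point with edgeR's quasi-likelihood test after TMM normalization, over genes with at least 10 counts in at least 3 of the 6 samples. Log2 fold changes are T + W over W, CPM values are given as mean ± SD of 3 mice, and adjusted p values use the Benjamini-Hochberg method over all genes tested. Choices that could change the numbers are the test, the filter on low genes, the samples in the fit, the use of replicate numbers as a block and the limit on p. A pair of groups of 3 mice allows 10 splits, so an exact permutation test of a single value cannot give a two-sided p under 0.1.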

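A gene was taken as expressed in a group when the mean FPKM of its 3 mice was over 1, a limit that the paper's text does not state. At 1 DPI, 13656 genes passed this limit in both T + W and W. Another 400 genes passed it only in T + W and 253 only in W. Most genes on either side lay close to the limit. Among the 400 genes, the median of the group means was 1.17 FPKM in T + W and 0.835 FPKM in W, and 345 of them (86.3%) had a mean over 0.5 FPKM in W as well. In 132 of the 400 genes (33%), a single T + W mouse was over the limit. All 3 T + W mice were above all 3 W mice for 45 of the 400 genes (11.3%), and all 3 W mice above all 3 T + W mice for 36 of the 253 (14.2%). The genes were selected by their group means, so the share that chance would give is not known. Of the 309 genes that had enough counts to be tested by edgeR, 29 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. Of the 253 genes on the W side, 223 (88.1%) had a mean over 0.5 FPKM in T + W, and 18 of the 190 that were tested had an unadjusted p under 0.05. Lowering the limit to 0.1 FPKM moved these numbers most, to 1114 genes only in T + W and 1010 only in W.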

Co‐expression analysis showed 400 unique genes that only expressed in TBI with skin wounds compared to 253 uniquely expressed genes in the skin wounds 1 DPI. The number of unique expressed genes in skin wounds with TBI increased to 771 and to 669 after skin wounds 7 DPI (Figure 1A). Moreover, we observed 303 differentially regulated genes (DEGs) including 150 upregulated and 153 downregulated genes in skin collected from TBI mice 1 DPI compared to wound only conditions without preceding TBI (DESeq2, *p* value < 0.05). However, the number of DEGs in TBI versus wound only conditions 7 DPI increased to 555 genes, of which 243 genes upregulated, and 312 genes downregulated. 

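At 7 DPI, 14148 genes had a mean over 1 FPKM in both groups, 771 only in T + W and 679 only in W. The median of the group means over the 771 genes was 1.31 FPKM in T + W and 0.655 FPKM in W. A single T + W mouse was over the limit for 347 of these genes (45.0%), and all T + W mice were above all W mice for 84 of them (10.9%). These genes too were selected by their group means, so no chance share is given. Of the 430 genes that were tested, 32 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. On the W side, 188 of the 679 genes (27.7%) were over the limit in a single W mouse, and in 126 (18.6%) all W mice were above all T + W mice. The order of the groups depended on the definition. With FPKM over 1 required in all 3 mice, 423 genes were expressed only in T + W and 894 only in W. The W libraries at 7 DPI were the smallest of the experiment. After the 6 libraries were thinned at random to the smallest total, a step chosen after the values were seen, 773 genes were expressed only in T + W, again more than only in W.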

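Of 17805 genes tested at 1 DPI, 237 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 115 of them higher and 122 lower in T + W. This is 1.33% of the genes tested, where 5% (890 genes) would be reached by chance if p values were uniform. No gene passed an adjusted p of 0.05 (0 genes, lowest adjusted p 1.00). The median absolute log2 fold change was 0.17. All T + W mice were above all W mice for 318 genes and below them for 347, together 3.73% of the genes tested, against 10% by chance. DESeq2 with the same gene filter gave 260 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The count moved most with limma's voom and sample quality weights, to 771 genes, of which again 0 passed the adjusted limit.

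Samples with the same replicate number in T + W and W deviated from their group means in opposite directions on average (mean r -0.20 across genes, from -0.46 to 0.16 for the 3 pairs; 0.11 between samples with other numbers). With the replicate number as a block, 115 genes had an unadjusted p under 0.05, 50 higher and 65 lower, and 0 an adjusted p under 0.05. The log2 fold changes were related to the GC content of the transcripts across genes (Spearman rho -0.44, and -0.45 with the block; genes are not independent replicates). After each sample's trend on GC content was removed, a step chosen after the values were seen, the fit with the block gave 227 genes, 104 higher and 123 lower, and 0 at an adjusted p under 0.05.

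Among the genes with the lowest p whose groups did not overlap, Olfm4 had a log2 fold change of 1.66 (SE 0.45, edgeR p = 0.00501, exact permutation p = 0.1, and with the block 1.76, p = 0.00895). Dcstamp, Il1f9 and Olr1 were also higher in T + W, by 0.91 to 1.51 on the log2 scale. Ifit1 was lower (log2 fold change -1.43, SE 0.36, edgeR p = 0.00320, exact permutation p = 0.1, and with the block -1.38, p = 0.0171), as were Cmpk2, Oasl1, Cxcl11 and Emid1, by -1.72 to -1.03. None of these genes passed the adjusted limit.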

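At 7 DPI, 292 of 17766 genes tested had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 151 higher and 141 lower in T + W. They make up 1.64% of the genes tested, where uniform p values would give 888 genes. The adjusted p was under 0.05 for 0 genes, with a lowest value of 1.00, and the median absolute log2 fold change was 0.20. With DESeq2 and the same gene filter, 405 genes had an unadjusted p under 0.05, 204 higher and 201 lower, and 3 an adjusted p under 0.05. Other fits gave unequal numbers, with 239 genes higher and 604 lower in limma's voom with sample quality weights and 636 higher and 1016 lower in edgeR without TBI replicate 3. All T + W mice were above all W mice for 518 genes and below them for 559, together 6.06% of the genes tested. Of 16843 genes tested at both time points, 10 had an unadjusted p under 0.05 at both, where 3.11 would be expected by chance, and 6 of the 10 changed in the same direction.

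Il1f9 had the lowest p (log2 fold change 1.33, SE 0.22, edgeR p = 2.9e-04, exact permutation p = 0.1), and Ptgs2 was also higher in T + W (1.36, SE 0.33, p = 0.00322). Gm5483 had between 15 and 326 counts in the T + W mice and at most 3 in the W mice. Aqp4 was lower in T + W (-1.16, SE 0.26, edgeR p = 0.00221, exact permutation p = 0.1). The other genes with the lowest p on this side were mt-Nd4l, Gm13340, Gm13092 and Gm10039. Whether these genes share reads with similar sequences elsewhere in the genome was not examined, and their counts are taken as uncertain.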

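Distances between samples were computed as Euclidean distances of log2 CPM over the 500 most variable genes, taken without regard to the DEGs. At 1 DPI the mean distance between T + W and W samples was 41.9, within T + W 49.5 and within W 44.2. The mean distance between groups minus the mean distance within groups was therefore -5.01 (exact permutation test over the 10 splits, p = 1). At 7 DPI the mean distance was 63.6 between the groups, 80.4 within T + W and 57.7 within W, a difference of -5.41 (exact permutation test, p = 0.9). Over all tested genes the differences were -8.04 and -4.36, and with 1 minus the Spearman correlation as the distance they were -0.085 and -0.10. At 1 DPI, T + W and W samples were thus on average closer to each other than mice within either group, and at 7 DPI they were closer than the T + W mice but farther apart than the W mice. When TBI replicate 3 was left out at 7 DPI, the difference rose to 6.56 (exact permutation test, p = 0.2).

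Wound samples stood apart from uninjured skin and from each other by time. The difference between groups was 36.0 for W at 1 DPI against uninjured skin, 23.1 for W at 7 DPI against uninjured skin and 40.8 for W at 7 DPI against W at 1 DPI (exact permutation test, p = 0.1 each, the smallest p that 3 against 3 allow). In edgeR's test, 563 of 17895 genes had an adjusted p under 0.05 between W at 1 DPI and uninjured skin, 395 higher and 168 lower in the wound. Same-numbered samples of these groups deviated together (mean r 0.30, and -0.14 between samples with other numbers), and with the replicate number as a block 1756 genes passed, 1085 higher and 671 lower. Between W at 7 DPI and uninjured skin, 5005 of 17681 genes passed, 2143 higher and 2862 lower. In a principal component analysis of the 15 samples, the day 1 wounds lay between 24.0 and 41.5 on the first component, uninjured skin between -13.9 and -9.70, and the day 7 wounds between -41.4 and -17.2. The day 7 libraries also differed in make-up. Mitochondrial genes took a mean of 16.8% of the counts in T + W and 19.0% in W, against 2.09% to 3.70% in the other groups. Pseudogenes took 2.19% and 2.38%, against 0.763% to 1.01%. Time after wounding and the processing of the libraries therefore cannot be separated in these differences.

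**Figure D1:**
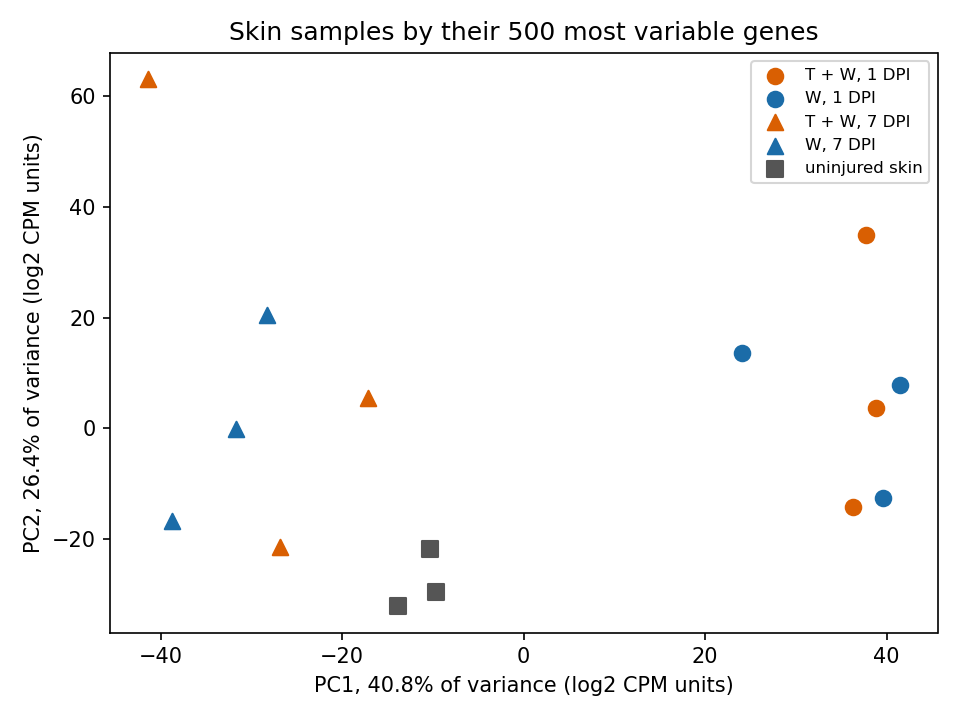
Principal components of log2 CPM over the 500 most variable genes, one point per mouse (15 mice in 5 groups). The horizontal axis is the first component (40.8% of the variance) and the vertical axis the second (26.4%), both in log2 CPM units; day 1 wounds, day 7 wounds and uninjured skin occupy separate ranges of the first component, while T + W and W mice of the same day are mixed.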

DEGs were clustered in different hierarchical clusters in which differences between transcriptomic profile of TBI skin wound and only skin wounds are globally visible (Figure 1B). 

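Pathways were examined with 22 gene sets, listed by gene symbol before the data were examined; the GO and KEGG term tables themselves were not used here. Of the 36 chemokine ligand genes tested at 1 DPI, 6 were among the 115 genes higher in T + W at an unadjusted p under 0.05. Over the 17805 genes tested this is an odds ratio of 32.4 (95% interval 10.8 to 81.1, Fisher's exact test, p = 1.06e-07). Fisher's exact test counts genes as independent, so its interval and p do not measure the spread between mice. Of the 10 splits of the 6 samples, only the real 1 gave an odds ratio as large, and the highest of the others was 25.4. Among the 122 genes lower in T + W there were 2 chemokine ligands (odds ratio 8.65, Fisher's exact test, p = 0.0252). When the replicate number was a block, 4 chemokine ligands were among the 50 genes called higher (odds ratio 48.0, Fisher's exact test, p = 3.03e-06), and with the block and a correction for GC content, chosen after the values were seen, 4 were among 104 (odds ratio 22.1, p = 5.60e-05). The correction for GC content alone gave an odds ratio of 10.2 (3 genes, Fisher's exact test, p = 0.0041). Over the alternatives run it lay between 10.0, without TBI replicate 1 (2 genes, Fisher's exact test, p = 0.0194), and 57.8, with DESeq2 without a gene filter, chosen after the values were seen (9 of 43 genes, Fisher's exact test, p = 5.53e-13).

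Over the whole set, limma's camera test with an inter-gene correlation of 0.01 gave a mean log2 fold change of 0.46 for the chemokine ligands (adjusted p = 4.1e-08 over 44 set tests), with 29 of 36 genes higher in T + W. The mean log2 CPM of the set was 3.54 to 3.78 in the T + W mice and 2.78 to 3.53 in the W mice. With the block the mean was 0.47 (adjusted p = 4.2e-09), and with the block and the GC correction 0.42 (adjusted p = 7.6e-06). Pro-inflammatory cytokine genes had a mean of 0.51 (adjusted p = 7.4e-08, 17 of 19 genes higher), 0.49 with the block (adjusted p = 1.6e-07) and 0.45 with the block and the GC correction (adjusted p = 1.2e-05). With each mouse left out in turn, the mean lay between 0.22 and 0.61 for the chemokine ligands. For the cytokine genes it lay between 0.32 and 0.62, and both sets passed the limit in each of these 6 fits. In all, 13 of the 22 sets had an adjusted p under 0.05 at 1 DPI, 7 of them higher and 6 lower in T + W. When the inter-gene correlation was estimated from the data for each set instead of being fixed, 0 sets passed (5 at an unadjusted p under 0.05), and the adjusted p of the chemokine ligands was 0.308.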

Pathway analysis of DEGs genes demonstrate pathways related to innate and adaptive immune response including leukocyte migration and cytokine/chemokine activity in skin wounds collected from mice with TBI 1 DPI versus skin wounds only (Figure 1C). Additional data analysis with Gene set enrichment analysis (GSEA) of GeneOntology GO term showed significant overrepresentation of genes involved in macrophage migration (*Cxcl17*, *Ccl2*), phagocytosis (*Fcer1g*, *Fcgr2b*, *Thbs1*), T cell activation (*Ctla2a*, *Tnfsf18*, *Ceacam1*) antimicrobial humoral response (*Cxcl1*, *Cxcl3*, *Ccl22*) (Figure 1D, Tables [Link], [Link]) and, interestingly, also neuroactive ligand‐receptor interactions (*Calcrl*, *Chrna7*, *Cnr1*, *Gabra1*, *Hrh2*) and sensory perception of pain (*Grin2a*, *Htr2a*, *Cxcr4*) in TBI skin wound 1 DPI (Tables S6 and S7). 

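The set tests at 1 DPI differed in how far they held up. Phagocytosis genes had a mean log2 fold change of 0.20 (camera, adjusted p = 0.0035), with 32 of 43 genes higher in T + W. With the replicate number as a block the mean was 0.19 (adjusted p = 0.0055), and with the block and the GC correction 0.21 (adjusted p = 0.0069), while 2 of the 6 fits that each left out one mouse did not pass. The T cell markers had a mean of 0.17 (adjusted p = 0.0643, 19 of 27 genes higher). They passed the limit with the block (0.17, adjusted p = 0.0363) and with the block and the GC correction (0.18, adjusted p = 0.0085). Antimicrobial genes had a mean of 0.23 (adjusted p = 0.0571, 20 of 34 genes higher), 0.25 with the block (adjusted p = 0.0200) and 0.21 with the block and the GC correction (adjusted p = 0.207). For macrophage migration, 12 of the 14 genes listed in Table S2 were tested and 12 were higher in T + W, with 3 at an unadjusted p under 0.05 (2 with the block, and 2 with the block and the GC correction) and 0 at an adjusted p under 0.05. These were chosen from the same data. Marker genes of macrophages, which are another list, had a mean of 0.11 with 12 of 25 genes higher (adjusted p = 0.457), 0.099 with the block (adjusted p = 0.596) and 0.11 with the block and the GC correction (adjusted p = 0.371). The per-mouse means of the phagocytosis, T cell, antimicrobial and macrophage sets overlapped between T + W and W.

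**Figure D2:**
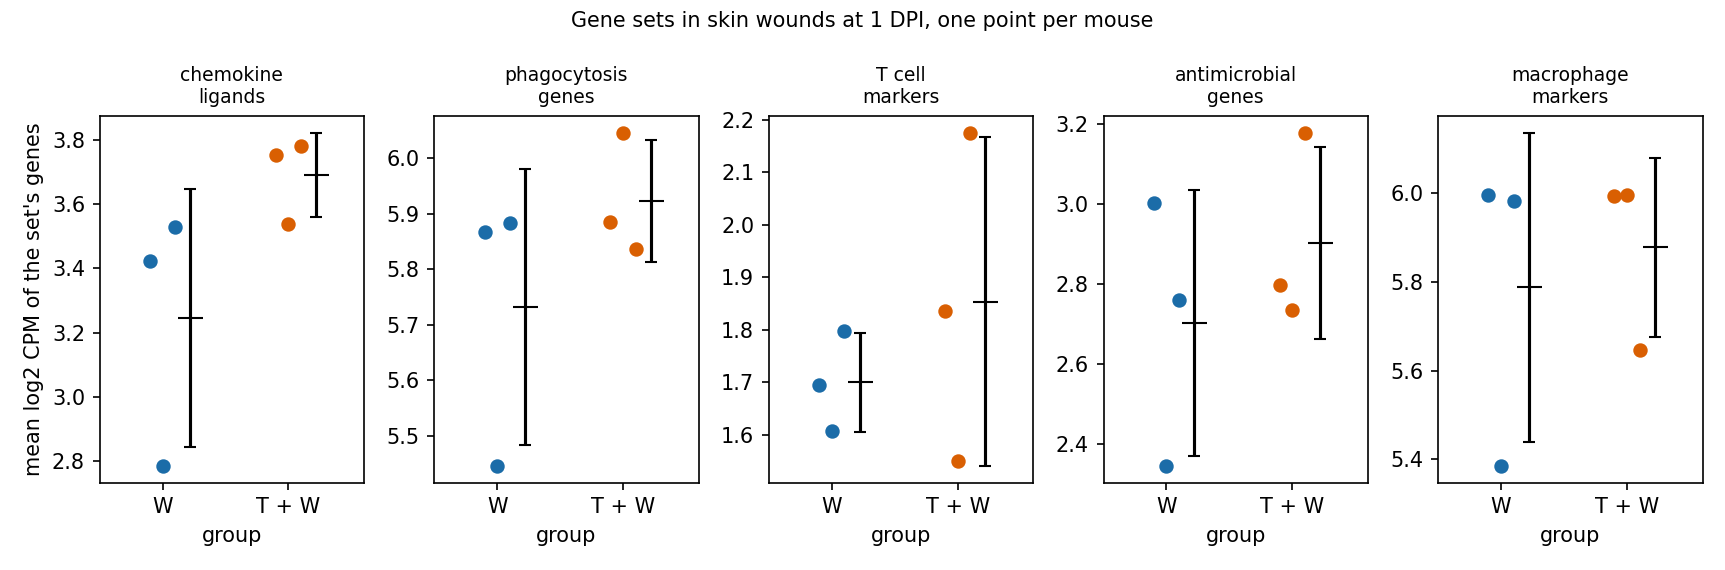
Mean log2 CPM of the genes of 5 sets at 1 DPI (vertical axis) in W and T + W (horizontal axis), one point per mouse, with the mean and SD of the 3 mice beside the points. The chemokine ligands lie at 2.78 to 3.53 in W and 3.54 to 3.78 in T + W, and in the other 4 sets the mice of the groups overlap.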

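Of the 29 genes named by the paper for 1 DPI that were tested, 29 were higher in T + W, 13 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, whether adjusted over all genes or over the list alone (lowest 0.0710 over the list). Because the list comes from the paper's own calls on these data, the count over the list shows no stability. In the fit with the replicate number as a block, 29 were higher, 7 at an unadjusted p under 0.05, and with the block and the GC correction the numbers were again 29 and 7. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453 in GRCm38) had 56.8 ± 17.6 CPM in T + W and 33.4 ± 22.6 CPM in W, a log2 fold change of 0.77 (SE 0.45, edgeR p = 0.122, exact permutation p = 0.2; with the block 0.95, p = 0.122). The mice of the groups overlapped. Fcgr2b (ENSMUSG00000026656, chromosome 1, 170958617 to 170976547) had 174 ± 27.6 CPM in T + W and 102.3 ± 22.2 CPM in W (log2 fold change 0.77, SE 0.25, edgeR p = 0.0125, exact permutation p = 0.1, and with the block 0.78, p = 0.0382), and stayed between 0.64 and 0.95 when each mouse was left out in turn. Fcer1g, Ceacam1 and Cxcl1 had log2 fold changes of 0.83 (edgeR p = 0.0349, exact permutation p = 0.1, and with the block 0.90, p = 0.0495), 1.23 (p = 0.0224; with the block 1.27, p = 0.0034) and 0.93 (p = 0.0445; with the block 1.02, p = 0.0772). For Thbs1 and Ccl22 the mice of the groups overlapped as well. Their log2 fold changes were 0.70 (edgeR p = 0.112, exact permutation p = 0.3; with the block 0.76, p = 0.158) and 0.86 (p = 0.0855; with the block 0.65, p = 0.222).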

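Genes of neurotransmitter and neuropeptide receptors had a mean log2 fold change of 0.16 at 1 DPI, with 41 of 65 genes higher in T + W (camera, adjusted p = 0.0422). The mean was 0.16 with the replicate number as a block (adjusted p = 0.0301) and with the block and the GC correction 0.18 (adjusted p = 0.0120). When each mouse was left out in turn, the mean lay between 0.085 and 0.27, and the adjusted p was over 0.05 in 4 of the 6 fits. It was 0.417 with the inter-gene correlation estimated for the set. Each receptor gene that the paper names and that was tested had overlapping groups and an unadjusted p over 0.05. Calcrl had a log2 fold change of 0.33 (edgeR p = 0.471, exact permutation p = 0.5; with the block 0.43, p = 0.447), Chrna7 0.52 (p = 0.517; with the block 0.49, p = 0.647), Cnr1 0.29 (p = 0.587; with the block 0.18, p = 0.773) and Hrh2 0.50 (p = 0.184; with the block 0.50, p = 0.278). Htr2a had 0.66 (edgeR p = 0.204, exact permutation p = 0.2; with the block 0.81, p = 0.190) and Cxcr4 0.44 (p = 0.302; with the block 0.47, p = 0.381). Grin2a had too few counts to be tested, at 0 to 6 counts per mouse, so a difference was not detectable at this depth.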

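Of the 61 cornified envelope genes tested at 7 DPI, which include the small proline-rich and late cornified envelope families, 6 were among the 151 genes higher in T + W at an unadjusted p under 0.05. The odds ratio over the 17766 genes tested was 13.2 (95% interval 4.57 to 31.3, Fisher's exact test, p = 1.29e-05). Here too the interval and p count genes as independent and do not measure the spread between mice. The number of genes depended on the test. DESeq2 with the same gene filter called 21 of the 61 genes higher (odds ratio 50.2), while at an unadjusted p under 0.01 edgeR called 0 of them (Fisher's exact test, p = 1). When each mouse was left out in turn, the odds ratio lay between 1.72 and 64.9. Genes of hair shaft keratins and associated proteins made up more of the 151 genes, with 15 of 34 tested (odds ratio 101.6, Fisher's exact test, p = 6.92e-23). Their mean log2 CPM was 5.15 in TBI replicate 1 and -2.24 to 0.737 in the other 5 mice.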

Using pathway analysis of DEGs of 7 DPI skin wounds identified cornification and keratinization pathways in TBI skin wound (Figure 1E). 

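As a whole set, the cornified envelope genes had a mean log2 fold change of 0.81 at 7 DPI (camera, adjusted p = 1.8e-18), with 58 of 61 genes higher in T + W. The mean log2 CPM of the set was 4.34, 3.97 and 2.91 in the T + W mice and 2.26, 3.33 and 3.37 in the W mice, so the groups overlapped. When each mouse was left out in turn, the mean log2 fold change lay between 0.40 and 1.34. With the inter-gene correlation estimated for each set, the adjusted p was 0.417. The second test estimated from these data how strongly the genes of a set vary together. With an estimated correlation, camera also uses fewer degrees of freedom. How much of the rise in p came from each of these changes was not examined. Keratins of the differentiated epidermis had a mean log2 fold change of 0.52 (adjusted p = 0.0070, 8 of 9 genes higher), between 0.23 and 0.96 with each mouse left out, where 3 of the 6 fits did not pass. Keratins of the wound edge had a mean of 0.027 (adjusted p = 0.0571, 8 of 11 genes higher), and passed the limit with a filter on a mean of 1 CPM (0.39, adjusted p = 0.0019, 8 of 9 genes higher). In all, 10 of the 22 sets had an adjusted p under 0.05 at 7 DPI, 5 higher and 5 lower in T + W.

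**Figure D3:**
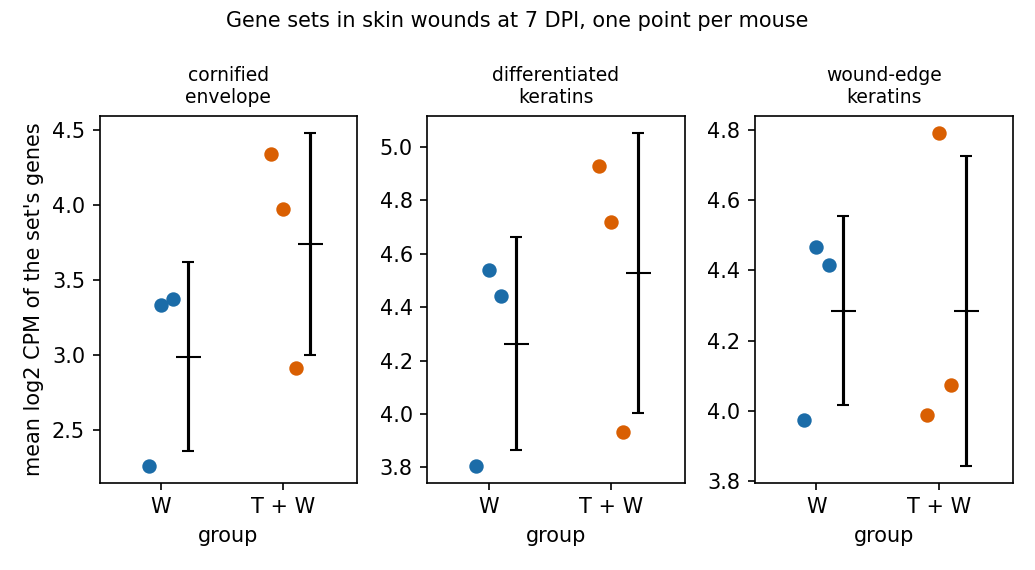
Mean log2 CPM of the genes of 3 epidermal sets at 7 DPI (vertical axis) in W and T + W (horizontal axis), one point per mouse, with the mean and SD of the 3 mice beside the points. In each set the T + W and W mice overlap; for the cornified envelope they lie at 2.91 to 4.34 in T + W and 2.26 to 3.37 in W.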

Further GSEA with GO terms revealed epidermal cornification, keratinocyte differentiation, keratinization and skin barrier formation significantly overrepresented in TBI skin wounds in comparison with wounds only at 7 DPI (Figure 1F). Thus, TBI induces a gene signature indicative of the accelerated regeneration of multilayered, immunologic and epidermal barriers in incisional skin wounds.

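Whether the effect of TBI differed between the time points was tested as an interaction over the 12 wound samples of 4 groups. Of 19170 genes tested, 267 had an unadjusted p under 0.05 for the interaction in edgeR's quasi-likelihood test and 0 an adjusted p under 0.05. The unadjusted count was 200 with the replicate number as a block. Of the 22 sets, 5 had an adjusted p under 0.05 for the interaction. Among these, the difference (effect at 7 DPI minus effect at 1 DPI) was positive for the cornified envelope genes (0.84 on the log2 scale, adjusted p = 2.1e-16, 69 of 76 genes) and the differentiated epidermal keratins (0.26, adjusted p = 0.0191). It was negative for receptor genes (-0.70, adjusted p = 0.0060), skeletal muscle genes (-0.62, adjusted p = 4.2e-04) and erythrocyte genes (-1.34, adjusted p = 4.2e-05). In the fit with the replicate number as a block these differences were 0.88, 0.31, -0.54, -0.57 and -1.21, each with an adjusted p under 0.05, and the hair shaft and pro-regenerative macrophage sets passed as well (1.58, adjusted p = 9.9e-04, and -0.40, adjusted p = 0.0143). With the block and the GC correction they were 0.85, 0.26, -0.55, -0.63 and -1.24, again each under 0.05. Other splits of the same mice were counted after this result was seen. Of the 32 that part every same-numbered pair at both time points, 30 gave at least 5 sets, the real one included. The number of sets therefore does not set the real grouping apart. The interaction of sets was not run with an estimated inter-gene correlation. From the immune pathways at 1 DPI and the cornification pathways at 7 DPI, the paper concludes that the gene signature after TBI points to a faster regeneration of the immunologic and epidermal barriers.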

**FIGURE 1:**
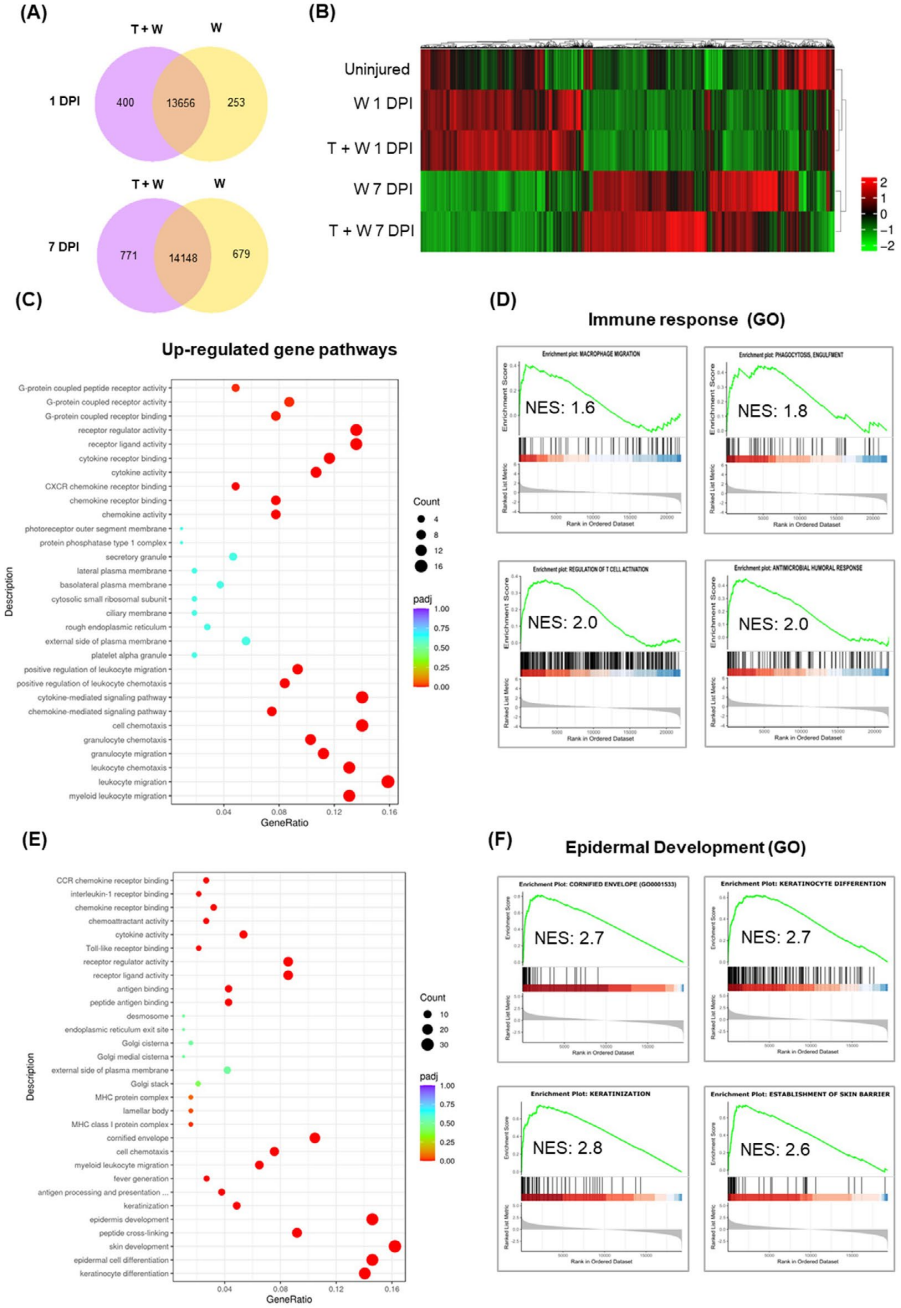
TBI enforces a defensive transcriptomic program accelerating cutaneous wound healing. Transcriptomic analysis was performed in wounded skin at the skull in different mice (*N* = 3) (A) Gene co‐expression diagram comparing number of uniquely expressed genes in the skin wound with and without TBI 1 DPI and 7 DPI. (B) Hierarchical heat map graph of significant differentially regulated genes (DEGs) among all conditions that scale normalised and colour‐coded based on z‐score (C and E) Dot plot of pathway statics of DEGs in Gene Ontology (GO) term in the skin collected from murine incisional wounds 1 and 7 DPI post‐TBI (T + W) compared to wound only (W). Number of enriched genes in each GO term depicted as gene ratio for each corresponding enriched GO term and plotted versus number of counts at each gene set. Each dot represents specific gene set which is colour‐coded based on the *p* adjusted value. Number of counts for each set showed in the dark circles. (D and F) Selected significantly overrepresented gene sets in molecular pathway in T + W condition compared to W only 1 and 7 DPI analysed using Gene Set Enrichment Analysis and calculated based on the normalised enrichment score (NES).

### 3.2 TBI Induced an Early Innate and Adaptive Immune Response in Skin Wounds

#### 3.2.1 Boosting of the Innate Macrophage Immune Response After TBI

We investigated further the effect of TBI on cells of innate immunity and their recruitment into the wound site. Genes coding for chemokines involved in macrophage migration to the wound site (*Cxcl3*, *Cxcl17*, *Ccl3*) [10] and genes fostering macrophage phagocytosis and killing (*Il1b*, *Mcoln2*, *Tnfst18* among others) [11, 12] were upregulated.

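At 1 DPI, Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600 in GRCm38) had 35.6 ± 3.58 CPM in T + W and 16.6 ± 13.0 CPM in W. Its log2 fold change was 1.11 (SE 0.58, edgeR p = 0.0904, exact permutation p = 0.1, and with the replicate number as a block 1.49, p = 0.0508) and lay between 0.63 and 1.81 with each mouse left out in turn. Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had 23.8 ± 7.72 CPM in T + W and 12.7 ± 5.94 CPM in W, a log2 fold change of 0.90 (SE 0.39, edgeR p = 0.0463, exact permutation p = 0.2; with the block 0.96, p = 0.0885). Cxcl17 (ENSMUSG00000060188, chromosome 7, 25400053 to 25412886) had 3, 4 and 20 counts in the T + W mice and 0, 1 and 0 in the W mice, too few for the gene filter. DESeq2 without a gene filter, chosen after the values were seen, gave it an unadjusted p of 0.00534. Its counts in W were under the smallest expression the depth can show. Mcoln2 (ENSMUSG00000011008, chromosome 3, 146149833 to 146195513) had 57.4 ± 4.89 CPM in T + W and 35.3 ± 14.0 CPM in W (log2 fold change 0.70, SE 0.30, edgeR p = 0.0415, exact permutation p = 0.1, and with the block 0.77, p = 0.0497). Tnfsf18 (ENSMUSG00000066755, chromosome 1, 161494655 to 161505290) had 2.18 ± 0.419 CPM in T + W and 0.931 ± 0.473 CPM in W (log2 fold change 1.21, SE 0.43, edgeR p = 0.0211, exact permutation p = 0.1, and with the block 1.29, p = 0.0310).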

Next, we employed immunostaining on wound sections to further confirm and explore the recruitment of cells involved in innate and adaptive immunity upon TBI. In agreement with bulk‐transcriptomic data, the number of dermal F4/80+ macrophages significantly increased at the wound site in sections from skin wounds from TBI mice versus only skin wounds at 1 DPI (Figure 2A).

**FIGURE 2:**
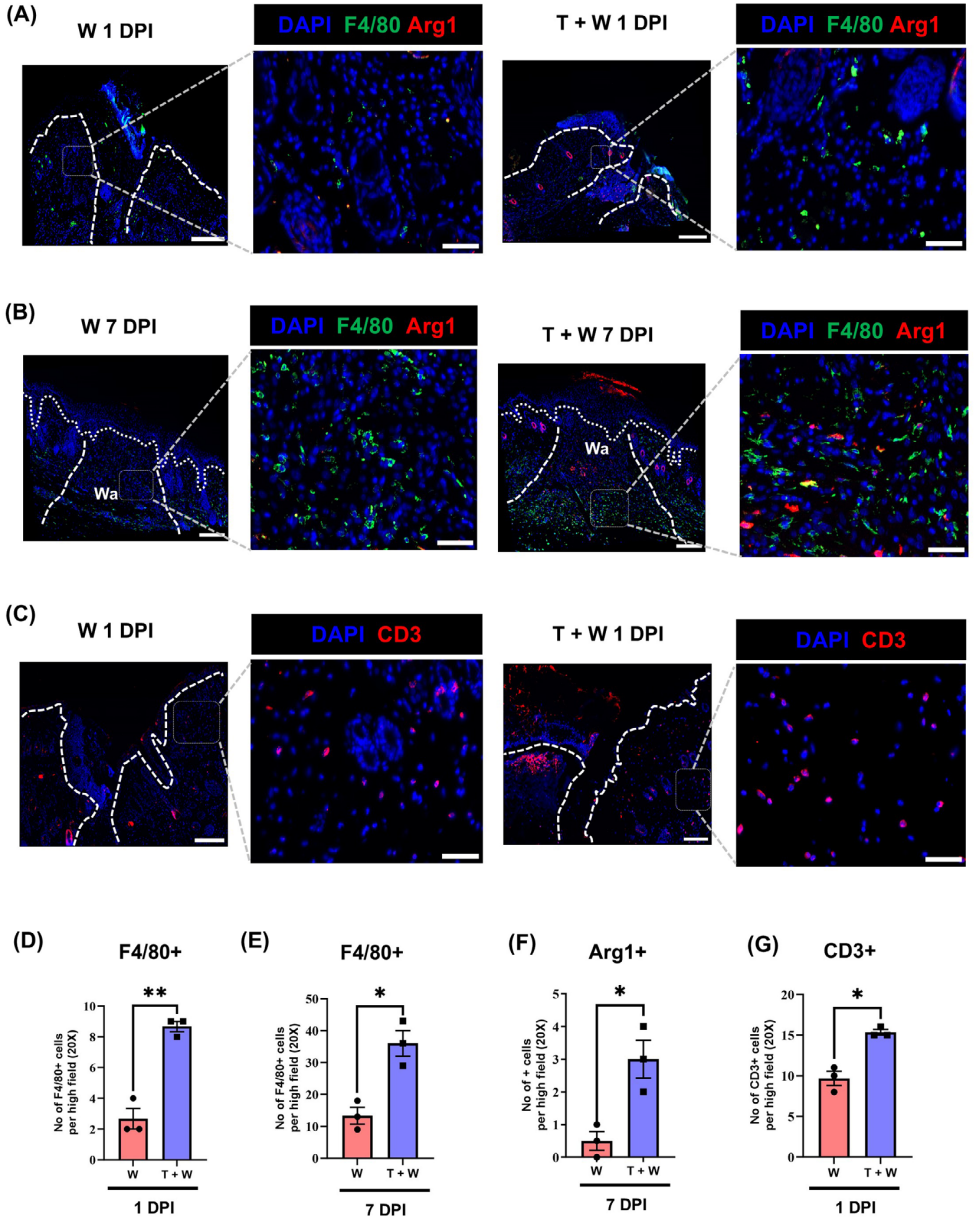
Traumatic brain injury induced early adaptive immune responses and resolution of inflammation in the skin after wounding. (A–C) Immunostaining of wound sections 1 DPI and 7 DPI in skin wound only (W) or post TBI and skin injury (T + W) with antibody against F4/80 as a marker of macrophages in green and Arginase 1 (Arg 1) as marker of pro‐regenerative macrophages as well as CD3 as a marker of T cell in red and nuclear staining in blue. The wound area (Wo) marked with dashed white line. The scale bar sets at 200 and 50 μm, respectively. (D–G) The number of F4/80 positive cells, Arg 1 positive cells and CD3 positive cells in the wound area (Wa) were quantified per high field (20×) and plotted versus the time points post injury. The significant values were calculated using *T* test with Welch's post hoc analysis (*p ≤ 0.05, **p ≤ 0.01, *N* = 3). The scale bar is equivalent to 200 and 50 μm, respectively.

We here observed higher numbers of F4/80+ macrophages at 7 DPI; many of them are pro‐regenerative Arginase‐positive macrophages in skin wounds after TBI compared to only skin wounds (Figure 2B,E,F). This is also supported by the gene signature indicative of switching to pro‐regenerative macrophages. 

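Marker genes of pro-regenerative macrophages had a mean log2 fold change of -0.10 at 7 DPI, with 10 of 20 genes higher in T + W (camera, adjusted p = 0.389). With each mouse left out in turn, the mean lay between -0.46 and 0.22, so its direction changed with the mice included. At 1 DPI the same markers had a mean of 0.31 (adjusted p = 5.3e-04, 15 of 21 genes higher), 0.32 with the replicate number as a block (adjusted p = 1.2e-04) and 0.30 with the block and the GC correction (adjusted p = 1.5e-04).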

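Mdk (ENSMUSG00000027239) lies on chromosome 2 of GRCm38 from 91929805 to 91932297. At 7 DPI it had 2.52 ± 2.35 CPM in T + W and 4.96 ± 4.07 CPM in W, a log2 fold change of -0.98 (SE 0.79, edgeR p = 0.252, exact permutation p = 0.4). With each mouse left out in turn the value lay between -2.09 and -0.056, and the difference was within the spread between mice. At 1 DPI it had 3.22 ± 2.38 CPM in T + W and 1.57 ± 0.367 CPM in W (log2 fold change 1.04, SE 0.51, edgeR p = 0.0732, exact permutation p = 0.3, and with the replicate number as a block 0.81, p = 0.183).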

Among other genes, the Mdk gene encoding midkine, highly induced in the transcriptome analysis of 7 DPI skin wounds after combined trauma, fosters macrophage polarisation towards pro‐regenerative macrophages [13].

In addition to macrophages, higher numbers of dermal CD11c+, MHCII+ cells were identified in the TBI skin wounds compared to the wound only 7 DPI, which may refer to an increase in the presence of antigen presenting cells (APCs) promoting T cell activation upon TBI in the skin wounds (Figure S1A,B).

#### 3.2.2 Increased Recruitment of T Cells in Skin Wounds After TBI

Along with an increase in macrophages and ACPs, which activate T cells, we observed a significant increase in CD3+ T cells in skin wounds after TBI at 1 DPI when compared to skin wounds only (Figure 2C,G). 

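Il1b (ENSMUSG00000027398) lies on chromosome 2 of GRCm38 from 129364570 to 129371139. At 1 DPI it had 262 ± 87.5 CPM in T + W and 138 ± 64.3 CPM in W, and each T + W mouse was above each W mouse. Its log2 fold change was 0.93 (SE 0.41, edgeR p = 0.0478, adjusted p = 1.00, exact permutation p = 0.1, and with the replicate number as a block 0.99, p = 0.0875, and with the block and the GC correction 0.90, p = 0.130). It lay between 0.59 and 1.19 with each mouse left out in turn. DESeq2 with the same gene filter gave an unadjusted p of 0.0290.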

Interestingly, the expression of the IL‐1β encoding gene *Ilb* is significantly increased in skin wounds after combined trauma as opposed to skin wounds only (see Table S4).

#### 3.2.3 TBI Induced the Expression of Genes Involved in Early Resolution of Inflammation and Antimicrobial Defence Responses

Next, we investigate a set of genes that may contribute to the early resolution of inflammation and its impact on wound healing in the combined‐trauma condition. 

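Table S4 lists 39 genes and closes with a row of dots, so the values given here cover its printed genes only. Of the 39 genes, 36 had enough counts to be tested at 1 DPI. All 36 were higher in T + W, 10 had an unadjusted p under 0.05 in edgeR's test and 0 an adjusted p under 0.05, with a lowest value of 0.0882 when adjusted over the list alone. Their median log2 fold change was 0.71, from 0.34 to 1.30, and each T + W mouse was above each W mouse for 12 of them. With the replicate number as a block, 4 had an unadjusted p under 0.05, and with the block and the GC correction also 4. The table lists genes chosen from the same data, so their common direction is no separate test.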

The genes involved in the resolution of inflammation, which have been obtained from GO pathway analysis, are listed in Table S4. 

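Ctla2a (ENSMUSG00000044258) lies on chromosome 13 of GRCm38 from 60934155 to 60936625. At 1 DPI it had 50.7 ± 8.33 CPM in T + W and 26.8 ± 2.86 CPM in W, and the T + W mice were all above the W mice. It had the lowest unadjusted p of the genes higher in T + W whose groups did not overlap (log2 fold change 0.92, SE 0.22, edgeR p = 0.00245, exact permutation p = 0.1, and with the replicate number as a block 0.91, p = 0.0137, and with the block and the GC correction 0.79, p = 0.0511). Its adjusted p was 1.00. With each mouse left out in turn the log2 fold change lay between 0.78 and 1.00. Ctla2b is a close paralog of this gene, and the count is uncertain where the authors' counting could split reads between both.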

Some of them, like *Ctla2* encoding the cytotoxic T lymphocyte antigen 2a and *Tnfst18* coding for the member 18 of the TNF superfamily, stimulate regulatory T cells and, in consequence, likely suppress effector T cells. 

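Lilr4b (ENSMUSG00000112023), the symbol that the annotation gives for this receptor gene, lies on chromosome 10 of GRCm38 from 51480632 to 51486703. At 1 DPI it had 202 ± 119 CPM in T + W and 95.7 ± 47.3 CPM in W. Its log2 fold change was 1.08 (SE 0.48, edgeR p = 0.0518, exact permutation p = 0.2), between 0.54 and 1.56 with each mouse left out, and 1.03 with the replicate number as a block (p = 0.124). The adjacent paralog Lilrb4a (ENSMUSG00000112148, 51490956 to 51496611) had 112 ± 81.1 CPM in T + W and 49.9 ± 28.2 CPM in W (log2 fold change 1.17, SE 0.57, edgeR p = 0.0695, exact permutation p = 0.3; with the block 1.11, p = 0.147). The authors' counting could have split reads between these paralogs, so both values are uncertain.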

*Lilrb4b* encoding the leukocyte Ig‐like receptor 4B downregulates T cell proliferation, antigen presentation, and stimulates CD8+ suppressor cells. Another inflammation‐resolving gene is *Ptpn22*, coding for the protein tyrosine phosphatase N22, which is reported to inhibit antigen receptors and T cell signalling. 

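Ptpn22 (ENSMUSG00000027843, chromosome 3, 103859795 to 103912247 in GRCm38) had 8.74 ± 1.08 CPM in T + W and 5.53 ± 1.03 CPM in W at 1 DPI. Each T + W mouse was above each W mouse. The log2 fold change was 0.66 (SE 0.27, edgeR p = 0.0389, exact permutation p = 0.1, and with the replicate number as a block 0.67, p = 0.0791), from 0.52 to 0.75 with each mouse left out in turn.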

Finally, *Nfkbid*, coding for the NF‐κB inhibitor delta, inhibits NF‐κB activation and, hence, down‐tones cells of innate immunity and effector functions of inflammatory T cells of the adaptive immunity.

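Nfkbid (ENSMUSG00000036931, chromosome 7, 30421732 to 30428746 in GRCm38) had 15.2 ± 3.42 CPM in T + W and 8.90 ± 2.88 CPM in W at 1 DPI, with overlap between the groups. The log2 fold change was 0.77 (SE 0.30, edgeR p = 0.0312, exact permutation p = 0.2), from 0.58 to 1.06 with each mouse left out in turn, and 0.80 with the replicate number as a block (p = 0.0702).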

Furthermore, we explored antimicrobial peptides by RNA seq and by qPCR. 

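In the RNA seq data at 1 DPI, Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252 in GRCm38) had 83.8 ± 19.9 CPM in T + W and 37.5 ± 14.9 CPM in W, a log2 fold change of 1.16 (SE 0.34, edgeR p = 0.00799, exact permutation p = 0.1, and with the replicate number as a block 1.23, p = 0.0100). It stayed between 0.87 and 1.40 with each mouse left out. At 7 DPI the log2 fold change of Lcn2 was 0.66 (SE 0.47, edgeR p = 0.201, exact permutation p = 0.1). Of the 17 genes named by the paper for 7 DPI, 16 were higher in T + W at that time point, 5 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 over all genes. Adjusted over the list alone, 3 passed 0.05. The list holds genes that the paper names for 7 DPI, some of them only as qPCR genes. How the paper chose the qPCR genes is not stated, so p values adjusted over the list show no stability. Defb14 (ENSMUSG00000046354, chromosome 8, 19194357 to 19195212) had 3.81 ± 1.20 CPM in T + W and 0.811 ± 0.0897 CPM in W (log2 fold change 2.22, SE 0.49, edgeR p = 0.00193, exact permutation p = 0.1, 0.0164 adjusted over the list), from 2.04 to 2.45 with each mouse left out. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) had 34.6 ± 6.09 CPM in T + W and 6.15 ± 4.19 CPM in W (log2 fold change 2.49, SE 0.51, edgeR p = 0.00121, exact permutation p = 0.1). S100a9 had a log2 fold change of 2.50 (SE 0.66, edgeR p = 0.00518, exact permutation p = 0.1, 0.0293 adjusted over the list). Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) had 4.41 ± 3.48 CPM in T + W and 1.08 ± 0.725 CPM in W, a log2 fold change of 2.04 (SE 0.89, edgeR p = 0.0511, exact permutation p = 0.3). DESeq2 with the same gene filter gave Ccl4 an unadjusted p of 0.0185.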

Antimicrobial humoral response was overrepresented in TBI 1 DPI skin wounds (Figure 1D and Table S5). 

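Of the 31 genes listed in Table S5, 26 were tested at 1 DPI and all 26 were higher in T + W, with a median log2 fold change of 0.64. In edgeR's test, 4 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (lowest 0.238 when adjusted over the list). With the replicate number as a block 2 had an unadjusted p under 0.05, and with the block and the GC correction 4. For 4 of the 26 genes, each T + W mouse was above each W mouse. The mean log2 CPM of the antimicrobial gene set was 2.80, 2.74 and 3.18 in the T + W mice and 3.00, 2.35 and 2.76 in the W mice.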

A significant up‐regulation of *Lcn2* coding for lipocalin‐2 was detected in TBI skin wounds 1 DPI (Figure 3A), while antimicrobial genes like *Defb14* encoding defensin beta 14 and *Ccl4* were upregulated 7 DPI in skin wounds after combined trauma (Figure 3B).

**FIGURE 3:**
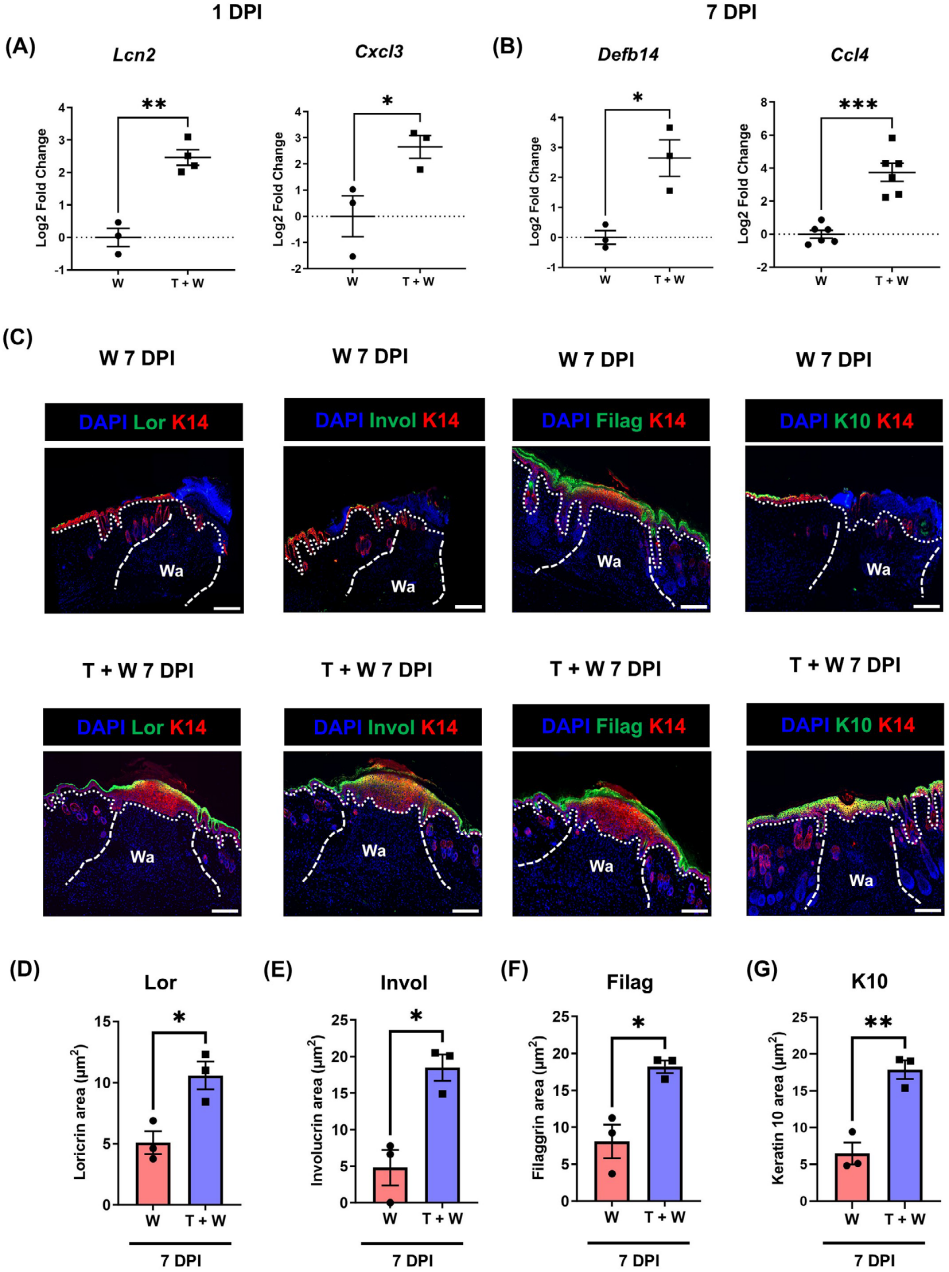
TBI enforces an antimicrobial protective epidermal barrier. (A) Log2 fold change of antimicrobial gene expression, *Lcn2*, *Cxcl3* 1 DPI, and (B) *Defb14*, *Ccl4* 7 DPI in the mouse skin wounds collected after TBI and skin wound (T + W) and post‐skin wound only as quantified by quantitative PCR. (C) Immunostaining of the incision wounds with antibodies against Loricrin (Lor), Involucrin (Invol), Fillagrin (Filag) and Keratin 10 (K10) in green for cornification and keratinization 7 days post‐TBI, nuclear staining in blue and keratin 14 (K14) as marker of undifferentiated epidermis staining in red. Areas (μm^2^) that were positive for (D) Lor, (E) Invol, (F) Filag, and (G) K10 were quantified using area calculator function in imageJ and plotted against conditions using GraphPad Prism. The significant values were calculated using unpaired *T*‐test with Welch's post hoc analysis (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, *N* = 3). The scale bar is equivalent to 200 μm.

### 3.3 TBI Promoted Expression of Genes and Proteins Associated With Cornification and Keratinization of Skin Wounds

A significant enrichment of cornification and keratinization pathways was depicted in global gene expression data in Figure 1E,F, which was additionally confirmed for *loricrin* and *hornerin* by qPCR (Figure S2E,F). 

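In the RNA seq data at 7 DPI, Lor (ENSMUSG00000043165, chromosome 3, 92080271 to 92083142 in GRCm38), which encodes loricrin, had 180 ± 111 CPM in T + W and 86.5 ± 33.9 CPM in W. Its log2 fold change was 1.06 (SE 0.50, edgeR p = 0.0684, exact permutation p = 0.3), from 0.53 to 1.44 with each mouse left out in turn. Hrnr (ENSMUSG00000041991, chromosome 3, 93319749 to 93333570), which encodes hornerin, had 186.6 ± 102.4 CPM in T + W and 80.2 ± 37.7 CPM in W (log2 fold change 1.22, SE 0.53, edgeR p = 0.0510, exact permutation p = 0.3, from 0.88 to 1.61 with each mouse left out). DESeq2 with the same gene filter gave unadjusted p values of 0.0268 for Lor and 0.0141 for Hrnr. For both genes the SD of the T + W mice was larger than the mean of the W mice.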

To further evaluate the formation of the epidermal cornified envelope and re‐epithelialization upon TBI, wound sections were stained with antibodies against molecules of the epidermal cornification and keratinization, including loricrin, involucrin, filaggrin, and Keratin 10 (K10). Here we observed a significant increase in the expression of these proteins, as indicated by an extended, more intensely stained area μm^2^ for all the positively stained cornification molecules after 7 DPI TBI compared to the skin wounds only (Figure 3C–G). This observation suggests a profoundly reinforced formation of the epidermal barrier upon TBI. In addition, we noticed a remarkably thicker epidermis in the TBI wound sections, as indicated by a thick layer stained with Keratin 14 (K14), the proliferation‐associated keratin, further protecting the dermis and hypodermis tissues. Collectively, these data suggest that combined TBI and skin trauma may accelerate the formation of an effective epidermal barrier.

### 3.4 TBI Induced Dermal Collagen Deposition and Myofibroblast Transition in Incisional Skin Wounds

As closure of the wounds with collagen accumulation and myofibroblast is essential for a functional dermal barrier, we determined the levels of collagen deposition and α‐SMA+ myofibroblasts employing immunostaining of sections of skin wounds from TBI and only skin wounds at 7 DPI. We demonstrate that collagen type I replaces collagen type III more rapidly and to a higher extent in the TBI skin wounds, whereas in the only skin wounds exclusively collagen type III is only a minor extent visible in the wound area without any collagen type I deposition even at 7 DPI (Figure 4A). These data highlight the profound acceleration of collagen deposition and maturation in skin wound after combined trauma as opposed to skin wounds only. Moreover, we observed accumulation of α‐SMA‐expressing cells in the wound incision cut area in the TBI skin wounds, which was not observed in the control condition (Figure 4B). These observations suggest an accelerated maturation phase characterised by the formation of an effective dermal barrier and, consequently, potentially faster wound healing following TBI.

**FIGURE 4:**
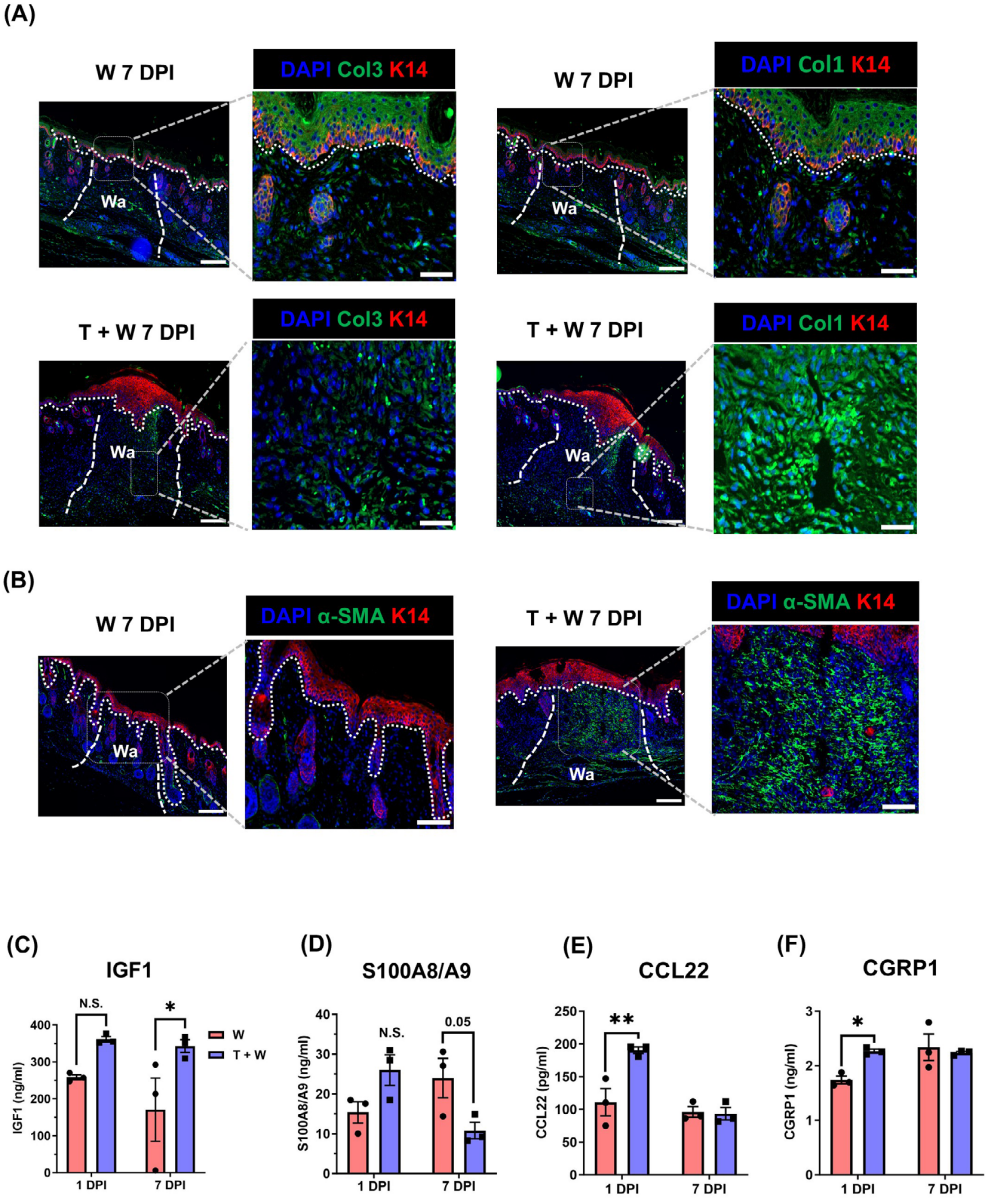
TBI enhances a protective dermal barrier and releases IGF‐1 and CCL22 enhancing wound healing. (A) Immunostaining of wound sections from skin wound only (W) and TBI with skin wounds (T + W) 7 DPI stained with antibodies against collagen III (Col 3) and collagen I (Col 1) in green colour, with Keratin14 (K14) in red and DAPI as a nuclear marker 7 DPI. (B) Wound sections stained against alpha smooth muscle Actin (αSMA) in green, K14 in red and nuclear staining in blue. Wound area is marked using white dashed line (Wo) (C–F) Serum collected from mice 1 DPI and 7 DPI with and without TBI (T + W, W) subjected to commercial ELISA for screening pro‐wound healing parameters including IGF1, S100A8/A9, CCL22 and CGRP1. Corresponding concentrations were calculated using curve fit function and were plotted versus the time points. Significant values were calculated using two‐way ANOVA with Sidak's post hoc correction (*p ≤ 0.05, **p ≤ 0.01, *N* = 3). The scale bar is equivalent to 200 and 50 μm, respectively.

### 3.5 TBI Released Systemic Factors Into the Serum May Enhance Skin Wound Healing

To understand how after TBI systemic brain responses may contribute to the observed acceleration of cutaneous wound healing, we evaluated the concentrations of distinct wound healing promoting factors, like IGF1, S100A8/A9, CCL22, and CGRP1 in the serum after TBI. Here we demonstrate that after TBI, IGF1 concentrations significantly increased in the serum of mice 7 DPI after TBI (Figure 4C). Moreover, S100A8/A9 serum concentrations increased non‐significantly 1 DPI and reduced 7 DPI (Figure 4D). In addition, we found concentrations of CCL22 or macrophage‐derived chemokine to be significantly elevated upon TBI at 1 DPI (Figure 4E). Interestingly, we found a profound increase of CGRP1 in the serum of mice with combined TBI skin trauma as opposed to mice subjected to skin trauma only. The increase occurred at 1 DPI, while later it diminished (Figure 4F).

## 4 Discussion

The major finding of this study is that a mild brain trauma when concomitantly occurring with skin injury results in faster healing of the skin wound. Surprisingly, different phases of wound healing are boosted after combined TBI—skin trauma with a more rapid formation of an immune barrier, an epidermal barrier, and a dermal barrier, collectively likely counteracting infection. The release of systemic factors in the circulation after TBI, like IGF‐1, CCL22, a macrophage chemotactic protein, and the calcitonin‐related peptide CGRP1 are likely involved in the acceleration of the sequence of distinct wound phases after skin injury.

We here found an early increase in the recruitment of pro‐inflammatory macrophages followed by an early switch to pro‐healing, regenerative macrophages in skin wounds after TBI as opposed to skin wounds only. In line with our findings, upregulation of macrophage pro‐regenerative genes was reported in meningeal tissues of mice undergoing mild TBI 7 DPI [14]. Macrophages are indispensable for wound healing as their phagocytotic activity cleans the wound site from tissue debris and invading microorganisms during the inflammation phase. In addition, by their enhanced paracrine crosstalk, macrophages activate other cells critical for proliferation, angiogenesis, and collagen deposition. The inability to recruit or switch from pro‐inflammatory macrophages to pro‐regenerative macrophages is causal for the non‐healing state of chronic venous leg ulcers [15]. Wound transplantation of macrophages accelerated wound healing in vivo [16], while depletion of macrophages led to delayed and inefficient wound healing [17, 18]. In addition to the better recruitment and switch from pro‐inflammatory to regenerative macrophages, we observed higher numbers of CD11c + cells in skin wounds after TBI, a result which correlates with the here found protective gene signature in skin wounds upon TBI. The protective gene signature includes significantly up‐regulated genes encoding for *Il1b*, *Cd80*, and *Cd209a*, which are crucial for antigen presentation in skin wounds after combined trauma (Table S4). 

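At 1 DPI, Cd80 (ENSMUSG00000075122, chromosome 16, 38455561 to 38496335 in GRCm38) had 9.29 ± 4.74 CPM in T + W and 5.04 ± 0.839 CPM in W, a log2 fold change of 0.88 (SE 0.38, edgeR p = 0.0463, exact permutation p = 0.2, and with the replicate number as a block 0.77, p = 0.125), from 0.40 to 1.15 with each mouse left out. Cd209a (ENSMUSG00000031494, chromosome 8, 3743397 to 3748984) had 77.4 ± 15.8 CPM in T + W and 59.6 ± 7.28 CPM in W (log2 fold change 0.38, SE 0.23, edgeR p = 0.142, exact permutation p = 0.3; with the block 0.36, p = 0.25), with overlap between the groups. Marker genes of antigen presenting cells had a mean log2 fold change of 0.12, with 13 of 22 genes higher in T + W (camera, adjusted p = 0.162). With the block the mean was 0.11 (adjusted p = 0.248), and with the block and the GC correction 0.15 (adjusted p = 0.0342). The set also passed with the GC correction alone (0.16, adjusted p = 0.0218) and with fgsea, an enrichment test (score 1.55, adjusted p = 0.0464). At 7 DPI the mean was 0.12, from -0.15 to 0.52 with each mouse left out in turn. There the set passed with the block (0.23, adjusted p = 0.0161) and with fgsea (score 1.76, adjusted p = 0.0086).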

IL‐1 has the capacity to enforce maturation of antigen presenting cells (APC) [19] with upregulation of co‐stimulatory molecules and distinct T cell activating cytokines. In contrast to our data, a recent study [20] shows that the number of CD11c + APCs are reduced in the intact skin collected from the mouse ear after moderate 7 DPI TBI. This discrepancy is likely due to the difference in APC numbers between intact skin after TBI and skin injury after TBI, or possibly to the skin collection site. APCs contributed to accelerated wound healing in a burn injury mouse model [21]. CD11c is a known marker of murine APCs and its depletion was shown to delay wound healing in mice [22]. In addition, higher numbers of T cells were observed 1 DPI in combined skin wound and TBI. While we did not focus on exploring different T cell populations in our study, increased numbers of regulatory T cells (Tregs) were reported in the peripheral blood of TBI patients 1 day after TBI [23]. Interestingly, local administration of Tregs improves wound healing of the skin by promoting the anti‐inflammatory properties of macrophages [24]. Our observations indicate a pro‐inflammatory response in the skin wound after combined trauma as observed by increased numbers of pro‐inflammatory macrophages, followed by a strong, faster anti‐inflammatory response mediated by Arg + F4/80+ macrophages; the anti‐inflammatory role of enhanced numbers of T cells is likely and awaits further specification in future studies. One limitation of this study is that we did not dissect which T cell subpopulation increased in number and what it means for their functional activity. Nevertheless, the benefit of an accelerated resolution of inflammation by pro‐regenerative macrophages without any doubt leads to the protection of normal tissue from profound collateral damage of an extended inflammation as observed in skin wounds without TBI. If the damage is controlled, re‐epithelialisation, wound contraction, and collagen deposition in the maturation phase could be earlier accomplished, thus effectively and faster sealing the wound against microbial invasion.

As there is still some threat of microbial invasion in late phases of wound healing, we specifically explored the impact of antimicrobial peptides as efficient effector molecules of innate immune cells and of the epidermal barrier. In this study, we demonstrated upregulated antimicrobial gene expression of *Cxcl1* 1 DPI and *Lcn2*, *Def14b*, and *Ccl4* in late time point combined skin wounds and TBI. Cxcl1 is a keratinocyte‐derived chemokine that promotes recruitment of leukocytes and stimulates sensory neurones via CXCR2 signalling [25]. CXCR2 deleted mice, in fact, showed delayed wound healing, which indicates a supportive role of CXCR2 signalling in wound healing [26]. LCN2, DEFB14, and CCL4 play a role in antimicrobial defence preventing bacterial growth [27, 28, 29]. These data highlight a persisting and yet time‐dependent elevation in antimicrobial gene expression in the skin wounds upon TBI, which, in addition to contributing to the early inflammatory response, may contribute a defensive line against pathogens, reinforcing and facilitating re‐epithelialisation (Figure S2). In line with our data, contusional TBI was reported to induce an antimicrobial gene signature in the mouse brain with an upregulation in *Lcn2*, *S100a8* and *Ccl4* [29].

As the cornified envelope of the differentiated epidermis provides a strong epidermal barrier against environmental threats, we had been interested in exploring its reconstitution after combined TBI and skin injury. The cornified envelope of the skin is the outermost layer and forms a highly insoluble structure beneath the cell membrane during terminal differentiation of epidermal cells [30], and it protects the skin and the organism from microbial and allergen invasion or chemical damage, counteracts fluid loss and provides the skin with stability and flexibility to resist mechanical forces. These properties of the cornified envelope are due to at least 10 proteins, among them loricrin, filaggrin, involucrin, hornerin, and K10, which are crosslinked with each other by epidermal transglutaminases. In this study, we found not only an upregulated cornification gene signature, but also enhanced and earlier occurring expression of certain cornification proteins like loricrin, filaggrin, involucrin, and K10. These data highlight elevated epidermal barrier gene and protein expression, which might suggest enhanced barrier function and recovery of the cornified envelope of the skin wounds upon TBI.

The dermal barrier occurs in the maturation phase of wound healing where collagen type III is gradually substituted by collagen type I, and certain subsets of fibroblasts differentiate into α‐smooth muscle cells (α‐SMA)‐expressing myofibroblasts, which are responsible for collagen synthesis and wound contraction [31]. Myofibroblast‐driven wound contraction contributes to wound closure and thereby counteracts infection, while the switch from collagen type III to collagen type I enhances the tensile strength of the wound and, in consequence, protects from rupture of the newly formed restoration tissue. We here identified higher deposition of collagen type I as well as increased staining for α‐SMA in combined skin wound and TBI, suggesting improved wound closure and stability.

As to the questions of how TBI may contribute to better healing of different phases of concomitantly occurring skin wounds, we searched for likely candidates. We identified higher serum levels of IGF1, S100A8/A9, and CCL22 at 1 DPI in mice subjected to combined skin wounds and TBI. Previously and unpublished, we identified that the IGF1 concentration in the serum was elevated 24 h after blunt chest trauma in vivo. IGF1 is a known growth factor that not only supports neurogenesis in the brain after TBI [32], but also contributes to the resolution of inflammation, vascularisation, re‐epithelialisation, and collagen deposition in acute wounds [33, 34, 35]. Additionally, S100A8/A9, a neutrophil‐derived danger‐associated molecular pattern molecule, facilitates recruitment of leukocytes upon injury and enhances healing of wounds injected with S100A8/A9‐primed mesenchymal stromal cells [36]. The observed early increase in serum levels of macrophage‐derived CCL22 was in line with an increased number of macrophages in skin wounds. An enhanced number of macrophages in the human brain was also reported 1 day after TBI [37]. CCL22 is involved in APC‐mediated pain sensation in incisional skin wounds [38] and regulates T cell functions [39]. Even though we uncovered these soluble factors and data are published on how they may impact wound healing, currently we did not present functional proof.

Based on our results from unbiased transcriptome analysis, we identified the enrichment of genes in the neuroactive ligand‐receptor interactions and sensory perception of pain. This, in conjunction with the known impact of neuroendocrine substances on the skin [40], led us to assess the most reasonable candidate CGRP, a 37‐amino‐acid neuropeptide which is mandatory for cutaneous wound healing, as wound healing is delayed in CGRP knockout mice [41]. It is remarkable that CGRP has been described to attenuate inflammation [42], to induce IGF‐1 [43] and thus may qualify as a major regulator of TBI‐induced acceleration of wound healing and infection protection. However, mechanistic proof needs to be addressed in future experiments. These data highlight and suggest that the positive impact of TBI on wound healing of the skin may be mediated through a paracrine effect of circulatory factors on the skin wound microenvironment.

Though the major players have not been identified, previous studies have shown that TBI improves osteogenesis and stimulates bone healing in different bone fracture models [44, 45, 46] through stimulation of sympathetic nerve or neuronal‐derived extracellular vesicles containing bone supporting molecules including microRNAs. Interestingly, in these models an augmented inflammatory response contributed to the accelerated bone fracture healing by enhancing callus formation [45]. These data, when compared to our data, highlight that the interorgan interactions between brain and peripheral organs are not alike, but rather depend on the individual injured organ.

In conclusion, we here provide correlative evidence that TBI induces a multilayered protective response of the skin overall leading to rapid and improved cutaneous wound healing. In future, it remains to be elucidated whether soluble factors released after TBI such as IGF1, CCL22, and CGRP1 enforce a systemic effect that leads to a protective response in the skin.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** TBI induced early resolution of inflammation and long‐lasting innate immunity in the skin after wounding. (A) Immunostaining of wound sections 7 DPI in skin wound only (W) or post TBI and skin injury (T + W) with antibody against major histocompatibility complex molecules class II (MHCII) in red and CD11c in green as marker of antigen presenting cells and nuclear staining in blue. The wound area (Wo) marked with dashed white line. The scale bar sets at 200 and 50 μm, respectively. (B) The number of CD11c/MHCII positive cells in the wound area (Wa) was quantified per high field (20×) and plotted versus the time point post injury. The significant values were calculated using two‐way ANOVA with Sidak's multiple comparison analysis (**p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 *N* = 3). The scale bar is equivalent to 200 and 50 μm, respectively.

**Figure S2:** TBI enforces a skin barrier protective gene expression profile. (A–D) Log2 fold change of immune response gene expression (*Cxcl1*, *Ccl3*, *Il1a*, *Il1b*) 1 DPI, (E–H) cornification and keratinization genes (*Hrnr*, *Lor*, *Krt23*, *Krt2*) 7 DPI, and (I–L) innate immunity genes (*S100a8*, *S100a9*, *Il1a*, *Gabarp*) 7 DPI in the mouse skin wounds collected after TBI and skin wound (T + W) and post‐skin wound only as quantified by quantitative PCR. The significant values were calculated using *T*‐test with Welch's post hoc analysis (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001).

**Table S1:** List of used primers for RT‐PCR in this study.

**Table S2:** Significantly core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of macrophage migration Gene Ontology term.

**Table S3:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of phagocytosis Gene Ontology term.

**Table S4:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of T cell activation Gene Ontology term.

**Table S5:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of antimicrobial humoral response Gene Ontology term.

**Table S6:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of neuroactive ligand‐receptor interactions Gene Ontology term.

**Table S7:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of sensory perception of pain Gene Ontology term.

## Data Availability

The datasets in this study are available in the following database: RNA seq data: Gene expression. Omnibus GSE288594 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288594).

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 3 — Table S1: List of used primers for RT‐PCR in this study.

| **Number** | **Gene** | **Primer sequence (5' - 3')** | **RefSeq number** |
| --- | --- | --- | --- |
| **1** | *Lcn2* | F - CTACAATGTCACCTCCATCCTG | NM_008491 |
|  |  | R - CCTGTGCATATTTCCCAGAGT |  |
| **2** | *Cxcl1* | F - CCAAACCGAAGTCATAGCCA | NM_008176 |
|  |  | R - GTGCCATCAGAGCAGTCT |  |
| **3** | *Cxcl3* | F - CAGAAGTCATAGCCACTCTCAAG | NM_203320 |
|  |  | R - GCTCAGCTGGACTTGCC |  |
| **4** | *Defb14* | F - CTCATCTTGTTCTTGGTGCCT | NM_183026 |
|  |  | R - ACATCGACCTATTTGTTCTTCCT |  |
| **5** | *S100a8* | F - ATGACTTCAAGAAAATGGTCACTAC | NM_013650 |
|  |  | R - CCACACCCACTTTTATCACCA |  |
| **6** | *S100a9* | F - GGAATTCAGACAAATGGTGGAAG | NM_009114 |
|  |  | R - CATCAGCATCATACACTCCTCA |  |
| **7** | *Ccl4* | F - CTCTCTCTCCTCTTGCTCGT | NM_013652 |
|  |  | R - GTCTCATAGTAATCCATCACAAAGC |  |
| **8** | *Lor* | F - CACATCAGCATCACCTCCTTC | NM_008508 |
|  |  | R - TCTTTCCACAACCCACAGG |  |
| **9** | *Hrnr* | F - AAGCAACATCAGTCTCCATCC | NM_133698 |
|  |  | R - TGTCACAGTTCCCATATTCAGTG |  |
| **10** | *Actb* | F - GATTACTGCTCTGGCTCCTAG | NM_007393 |
|  |  | R - GACTCATCGTACTCCTGCTTG |  |

**Table S1:** List of used primers for RT-PCR in this study.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 4 — Table S2: Significantly core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of macrophage migration Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 232983 | **Cxcl17** | 4.382 | 4.557 | 1.636 | 2.786 | 0.005 |
| 240873 | **Tnfsf18** | 38.417 | 1.217 | 0.484 | 2.514 | 0.012 |
| 20302 | **Ccl3** | 452.749 | 0.891 | 0.409 | 2.179 | 0.029 |
| 68279 | **Mcoln2** | 1149.632 | 0.695 | 0.330 | 2.105 | 0.035 |
| 17242 | **Mdk** | 59.511 | 1.032 | 0.525 | 1.966 | 0.049 |
| 20296 | Ccl2 | 1116.434 | 0.762 | 0.441 | 1.729 | 0.084 |
| 21825 | Thbs1 | 11786.363 | 0.685 | 0.400 | 1.712 | 0.087 |
| 68050 | Akirin1 | 1481.917 | 0.379 | 0.255 | 1.486 | 0.137 |
| 13615 | Edn2 | 8.006 | 1.097 | 0.812 | 1.350 | 0.177 |
| 12273 | C5ar1 | 1427.803 | 0.466 | 0.347 | 1.345 | 0.179 |
| 64095 | Gpr35 | 755.401 | 0.483 | 0.371 | 1.303 | 0.193 |
| 57781 | Cd200r1 | 366.729 | 0.476 | 0.383 | 1.243 | 0.214 |
| 56792 | Stap1 | 88.475 | 0.427 | 0.352 | 1.213 | 0.225 |
| 58217 | Trem1 | 680.923 | 0.614 | 0.511 | 1.201 | 0.230 |

**Table S2:** Significantly core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of macrophage migration Gene Ontology term.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 5 — Table S3: Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of phagocytosis Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 14130 | **Fcgr2b** | 3423.298 | 0.758 | 0.280 | 2.708 | 0.007 |
| 14127 | **Fcer1g** | 1306.500 | 0.810 | 0.365 | 2.217 | 0.027 |
| 14131 | Fcgr3 | 1627.843 | 0.630 | 0.346 | 1.821 | 0.069 |
| 21825 | Thbs1 | 11786.363 | 0.685 | 0.400 | 1.712 | 0.087 |
| 56644 | Clec7a | 861.786 | 0.692 | 0.420 | 1.648 | 0.099 |
| 224840 | Treml4 | 71.238 | 0.688 | 0.448 | 1.536 | 0.125 |
| 11687 | Alox15 | 102.918 | 0.620 | 0.424 | 1.462 | 0.144 |
| 16016 | Ighg2b | 3.272 | 1.694 | 1.331 | 1.273 | 0.203 |
| 56792 | Stap1 | 88.475 | 0.427 | 0.352 | 1.213 | 0.225 |
| 20288 | Msr1 | 1404.999 | 0.524 | 0.452 | 1.159 | 0.246 |
| 12491 | Cd36 | 6160.504 | 0.451 | 0.409 | 1.102 | 0.270 |
| 228787 | Xkr7 | 1.021 | 2.182 | 2.259 | 0.966 | 0.334 |
| 70676 | Gulp1 | 371.571 | 0.381 | 0.404 | 0.943 | 0.346 |
| 347708 | Dppa1 | 1.407 | 1.776 | 1.894 | 0.938 | 0.348 |
| 12540 | Cdc42 | 12134.544 | 0.180 | 0.255 | 0.707 | 0.480 |
| 12725 | Clcn3 | 1748.028 | 0.245 | 0.359 | 0.683 | 0.494 |
| 19016 | Pparg | 799.970 | 0.166 | 0.243 | 0.683 | 0.494 |
| 14063 | F2rl1 | 1372.518 | 0.165 | 0.258 | 0.639 | 0.523 |
| 56208 | Becn1 | 1890.173 | 0.151 | 0.238 | 0.636 | 0.525 |
| 83382 | Siglece | 283.618 | 0.296 | 0.482 | 0.615 | 0.539 |
| 140580 | Elmo1 | 631.894 | 0.182 | 0.304 | 0.600 | 0.549 |
| 171283 | Havcr1 | 11.464 | 0.514 | 0.888 | 0.579 | 0.563 |
| 216190 | Appl2 | 2162.589 | 0.159 | 0.278 | 0.573 | 0.566 |

**Table S3:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of phagocytosis Gene Ontology term.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 6 — Table S4: Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of T cell activation Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 13024 | **Ctla2a** | 961.125 | 0.912 | 0.267 | 3.420 | 0.001 |
| 26365 | **Ceacam1** | 392.602 | 1.234 | 0.436 | 2.828 | 0.005 |
| 240873 | **Tnfsf18** | 38.417 | 1.217 | 0.484 | 2.514 | 0.012 |
| 22361 | **Vnn1** | 74.679 | 1.083 | 0.439 | 2.470 | 0.014 |
| 14727 | **Lilr4b** | 3688.861 | 1.075 | 0.455 | 2.361 | 0.018 |
| 14728 | **Lilrb4a** | 2009.101 | 1.175 | 0.513 | 2.288 | 0.022 |
| 20739 | **Spta1** | 3.910 | 3.415 | 1.525 | 2.239 | 0.025 |
| 16176 | **Il1b** | 4970.257 | 0.915 | 0.412 | 2.222 | 0.026 |
| 19260 | **Ptpn22** | 176.583 | 0.658 | 0.300 | 2.191 | 0.028 |
| 12519 | **Cd80** | 177.742 | 0.877 | 0.401 | 2.188 | 0.029 |
| 243910 | **Nfkbid** | 299.450 | 0.760 | 0.347 | 2.188 | 0.029 |
| 22287 | **Scgb1a1** | 40.530 | 1.084 | 0.501 | 2.164 | 0.030 |
| 170780 | **Cd209e** | 1287.940 | 0.663 | 0.332 | 1.998 | 0.046 |
| 17242 | **Mdk** | 59.511 | 1.032 | 0.525 | 1.966 | 0.049 |
| 278180 | **Vsig4** | 13.448 | 1.332 | 0.689 | 1.934 | 0.053 |
| 20533 | Slc4a1 | 8.753 | 1.715 | 0.919 | 1.865 | 0.062 |
| 11847 | Arg2 | 182.544 | 0.713 | 0.401 | 1.779 | 0.075 |
| 18106 | Cd244a | 268.936 | 0.682 | 0.392 | 1.737 | 0.082 |
| 20296 | Ccl2 | 1116.434 | 0.762 | 0.441 | 1.729 | 0.084 |
| 208154 | Btla | 110.692 | 0.750 | 0.436 | 1.721 | 0.085 |
| 245126 | Tarm1 | 206.000 | 0.726 | 0.435 | 1.668 | 0.095 |
| 170779 | Cd209d | 1875.217 | 0.482 | 0.298 | 1.615 | 0.106 |
| 16160 | Il12b | 4.456 | 1.837 | 1.149 | 1.598 | 0.110 |
| 216799 | Nlrp3 | 711.765 | 0.737 | 0.477 | 1.543 | 0.123 |
| 58205 | Pdcd1lg2 | 57.726 | 0.583 | 0.385 | 1.516 | 0.129 |
| 12524 | Cd86 | 456.530 | 0.498 | 0.347 | 1.436 | 0.151 |
| 16408 | Itgal | 735.433 | 0.501 | 0.360 | 1.392 | 0.164 |
| 170786 | Cd209a | 1695.679 | 0.371 | 0.268 | 1.388 | 0.165 |
| 12522 | Cd83 | 207.437 | 0.394 | 0.287 | 1.373 | 0.170 |
| 193385 | Ripor2 | 479.900 | 0.517 | 0.378 | 1.365 | 0.172 |
| 12484 | Cd24a | 3932.552 | 0.335 | 0.246 | 1.364 | 0.173 |
| 14102 | Fas | 472.058 | 0.434 | 0.319 | 1.360 | 0.174 |
| 12142 | Prdm1 | 826.735 | 0.400 | 0.300 | 1.335 | 0.182 |
| 16797 | Lat | 108.921 | 0.449 | 0.340 | 1.323 | 0.186 |
| 57438 | 7-Mar | 2329.350 | 0.472 | 0.364 | 1.295 | 0.195 |
| 223601 | Fam49b | 1614.754 | 0.490 | 0.379 | 1.292 | 0.196 |
| 30936 | Slc46a2 | 895.028 | 0.443 | 0.345 | 1.285 | 0.199 |
| 16193 | Il6 | 204.086 | 0.773 | 0.607 | 1.275 | 0.202 |
| 12504 | Cd4 | 137.032 | 0.402 | 0.319 | 1.260 | 0.208 |
| .... |  |  |  |  |  |  |

**Table S4:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of T cell activation Gene Ontology term.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 7 — Table S5: Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of antimicrobial humoral response Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 55985 | **Cxcl13** | 518.538 | 0.952 | 0.315 | 3.022 | 0.003 |
| 57349 | **Ppbp** | 272.178 | 1.295 | 0.473 | 2.737 | 0.006 |
| 14825 | **Cxcl1** | 485.782 | 0.920 | 0.414 | 2.223 | 0.026 |
| 20311 | **Cxcl5** | 2417.318 | 0.983 | 0.477 | 2.060 | 0.039 |
| 330122 | **Cxcl3** | 650.633 | 1.075 | 0.538 | 1.996 | 0.046 |
| 21946 | **Pglyrp1** | 290.553 | 1.924 | 0.996 | 1.931 | 0.053 |
| 20299 | **Ccl22** | 280.987 | 0.849 | 0.447 | 1.902 | 0.057 |
| 20310 | Cxcl2 | 1747.979 | 0.889 | 0.497 | 1.790 | 0.074 |
| 109820 | Pgc | 10.964 | 4.015 | 2.358 | 1.703 | 0.089 |
| 20295 | Ccl17 | 24.527 | 1.352 | 0.822 | 1.644 | 0.100 |
| 16365 | Acod1 | 2172.115 | 0.646 | 0.435 | 1.484 | 0.138 |
| 546038 | Spag11b | 10.943 | 1.078 | 0.744 | 1.449 | 0.147 |
| 11535 | Adm | 685.315 | 0.588 | 0.413 | 1.423 | 0.155 |
| 17329 | Cxcl9 | 61.390 | 0.935 | 0.667 | 1.401 | 0.161 |
| 100034251 | Wfdc17 | 1212.210 | 0.391 | 0.302 | 1.296 | 0.195 |
| 66438 | Hamp2 | 4.513 | 1.336 | 1.068 | 1.251 | 0.211 |
| 20297 | Ccl20 | 81.220 | 0.589 | 0.471 | 1.251 | 0.211 |
| 20202 | S100a9 | 5443.528 | 0.592 | 0.476 | 1.244 | 0.213 |
| 109648 | Npy | 6.147 | 1.219 | 0.989 | 1.232 | 0.218 |
| 56838 | Ccl28 | 23.189 | 0.695 | 0.585 | 1.190 | 0.234 |
| 209232 | Wfdc5 | 707.816 | 0.367 | 0.322 | 1.140 | 0.254 |
| 20568 | Slpi | 1234.159 | 0.478 | 0.439 | 1.089 | 0.276 |
| 385643 | Kng2 | 65.422 | 0.430 | 0.396 | 1.087 | 0.277 |
| 192200 | Wfdc12 | 84.560 | 0.544 | 0.518 | 1.050 | 0.294 |
| 59032 | Ppp2r3c | 490.130 | 0.297 | 0.304 | 0.978 | 0.328 |
| 12051 | Bcl3 | 878.435 | 0.333 | 0.346 | 0.963 | 0.335 |
| 20301 | Ccl27a | 871.167 | 0.255 | 0.293 | 0.870 | 0.384 |
| 11731 | Ang2 | 9.257 | 0.703 | 0.824 | 0.854 | 0.393 |
| 20292 | Ccl11 | 829.966 | 0.292 | 0.349 | 0.837 | 0.403 |
| 16855 | Lgals4 | 243.901 | 0.303 | 0.372 | 0.814 | 0.416 |
| 20290 | Ccl1 | 9.020 | 0.657 | 0.817 | 0.803 | 0.422 |

**Table S5:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of antimicrobial humoral response Gene Ontology term.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 8 — Table S6: Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of neuroactive ligand‐receptor interactions Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 14293 | **Fpr1** | 212.200 | 1.470 | 0.502 | 2.929 | 0.003 |
| 14289 | **Fpr2** | 317.320 | 1.083 | 0.466 | 2.327 | 0.020 |
| 110637 | **Grik4** | 5.752 | 2.257 | 1.024 | 2.205 | 0.027 |
| 17199 | **Mc1r** | 2.158 | 4.546 | 2.229 | 2.039 | 0.041 |
| 11435 | **Chrna1** | 118.327 | 0.721 | 0.358 | 2.016 | 0.044 |
| 19217 | **Ptger2** | 89.798 | 0.789 | 0.399 | 1.980 | 0.048 |
| 74191 | P2ry13 | 212.228 | 0.703 | 0.373 | 1.886 | 0.059 |
| 14064 | F2rl2 | 111.430 | 0.641 | 0.343 | 1.866 | 0.062 |
| 19222 | Ptgir | 361.993 | 0.487 | 0.300 | 1.624 | 0.104 |
| 242425 | Gabbr2 | 6.765 | 1.713 | 1.059 | 1.617 | 0.106 |
| 11449 | Chrng | 3.962 | 1.908 | 1.217 | 1.567 | 0.117 |
| 14600 | Ghr | 3741.830 | 0.610 | 0.396 | 1.538 | 0.124 |
| 11443 | Chrnb1 | 190.561 | 0.529 | 0.350 | 1.514 | 0.130 |
| 14811 | Grin2a | 2.163 | 2.503 | 1.692 | 1.479 | 0.139 |
| 14401 | Gabrb2 | 15.074 | 1.127 | 0.769 | 1.465 | 0.143 |
| 14938 | Gzma | 7.700 | 1.364 | 0.946 | 1.442 | 0.149 |
| 93670 | Tac4 | 56.069 | 1.077 | 0.750 | 1.435 | 0.151 |
| 11535 | Adm | 685.315 | 0.588 | 0.413 | 1.423 | 0.155 |
| 14397 | Gabra4 | 40.170 | 0.766 | 0.540 | 1.417 | 0.157 |
| 15558 | Htr2a | 82.797 | 0.669 | 0.477 | 1.403 | 0.161 |
| 14396 | Gabra3 | 98.638 | 0.647 | 0.470 | 1.377 | 0.169 |
| 14799 | Gria1 | 0.950 | 3.361 | 2.472 | 1.359 | 0.174 |
| 13615 | Edn2 | 8.006 | 1.097 | 0.812 | 1.350 | 0.177 |
| 12273 | C5ar1 | 1427.803 | 0.466 | 0.347 | 1.345 | 0.179 |
| 14804 | Grid2 | 2.913 | 1.864 | 1.397 | 1.334 | 0.182 |
| 15466 | Hrh2 | 165.993 | 0.494 | 0.372 | 1.328 | 0.184 |
| 67168 | Lpar6 | 361.361 | 0.461 | 0.348 | 1.324 | 0.186 |
| 64095 | Gpr35 | 755.401 | 0.483 | 0.371 | 1.303 | 0.193 |
| 14408 | Gabrr1 | 4.155 | 1.748 | 1.349 | 1.295 | 0.195 |
| 14802 | Gria4 | 150.172 | 0.684 | 0.543 | 1.259 | 0.208 |
| 11608 | Agtr1b | 0.851 | 3.186 | 2.563 | 1.243 | 0.214 |
| 14654 | Glra1 | 3.672 | 1.496 | 1.213 | 1.234 | 0.217 |
| 109648 | Npy | 6.147 | 1.219 | 0.989 | 1.232 | 0.218 |
| 78826 | P2ry10 | 168.368 | 0.497 | 0.411 | 1.208 | 0.227 |
| 12671 | Chrm3 | 51.946 | 0.594 | 0.493 | 1.204 | 0.228 |
| 17200 | Mc2r | 28.832 | 0.553 | 0.472 | 1.172 | 0.241 |
| 11607 | Agtr1a | 254.408 | 0.351 | 0.308 | 1.138 | 0.255 |
| 22355 | Vipr2 | 40.414 | 0.598 | 0.530 | 1.129 | 0.259 |

**Table S6:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of neuroactive ligand-receptor interactions Gene Ontology term.

# Supplementary material for: Traumatic Brain Injury Induces Early Barrier Protective Responses in Incisional Skin Wounds Accelerating Cutaneous Wound Healing
**Source:** Wound Repair Regen. 2025 Aug 29;33(5):e70079. doi: 10.1111/wrr.70079
**Supplement:** Supplementary file 9 — Table S7: Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of sensory perception of pain Gene Ontology term.

| **Entrez_id** | **Gene_name** | **Base mean** | **Log2 fold change** | **lfcSE** | **Stat** | **p value** |
| --- | --- | --- | --- | --- | --- | --- |
| 17199 | Mc1r | 2.158 | 4.546 | 2.229 | 2.039 | 0.041 |
| 19225 | Ptgs2 | 972.724 | 0.873 | 0.478 | 1.827 | 0.068 |
| 20296 | Ccl2 | 1116.434 | 0.762 | 0.441 | 1.729 | 0.084 |
| 21898 | Tlr4 | 896.936 | 0.687 | 0.409 | 1.681 | 0.093 |
| 16160 | Il12b | 4.456 | 1.837 | 1.149 | 1.598 | 0.110 |
| 14811 | Grin2a | 2.163 | 2.503 | 1.692 | 1.479 | 0.139 |
| 93670 | Tac4 | 56.069 | 1.077 | 0.750 | 1.435 | 0.151 |
| 66270 | Retreg1 | 1697.187 | 0.374 | 0.262 | 1.426 | 0.154 |
| 15558 | Htr2a | 82.797 | 0.669 | 0.477 | 1.403 | 0.161 |
| 229323 | Gpr171 | 166.963 | 0.527 | 0.377 | 1.398 | 0.162 |
| 21926 | Tnf | 220.601 | 0.595 | 0.457 | 1.300 | 0.193 |
| 20269 | Scn3a | 108.871 | 0.602 | 0.467 | 1.289 | 0.198 |
| 16181 | Il1rn | 3086.300 | 0.387 | 0.303 | 1.278 | 0.201 |
| 16508 | Kcnd2 | 10.723 | 0.851 | 0.786 | 1.082 | 0.279 |
| 18619 | Penk | 1070.082 | 0.353 | 0.329 | 1.073 | 0.283 |
| 15566 | Htr7 | 107.903 | 0.395 | 0.370 | 1.067 | 0.286 |
| 77125 | Il33 | 4399.244 | 0.440 | 0.419 | 1.048 | 0.294 |
| 16175 | Il1a | 151.998 | 0.348 | 0.342 | 1.019 | 0.308 |
| 17380 | Mme | 684.350 | 0.442 | 0.434 | 1.018 | 0.309 |
| 19204 | Ptafr | 1279.173 | 0.340 | 0.335 | 1.015 | 0.310 |
| 18133 | Nov | 182.561 | 0.344 | 0.343 | 1.005 | 0.315 |
| 12767 | Cxcr4 | 588.698 | 0.418 | 0.417 | 1.003 | 0.316 |
| 270190 | Ephb1 | 46.065 | 0.480 | 0.480 | 1.000 | 0.317 |
| 12772 | Ccr2 | 3544.935 | 0.472 | 0.490 | 0.965 | 0.334 |
| 171209 | Asic3 | 8.444 | 0.757 | 0.802 | 0.943 | 0.346 |
| 13618 | Ednrb | 1685.804 | 0.295 | 0.322 | 0.918 | 0.359 |
| 14812 | Grin2b | 3.102 | 1.149 | 1.271 | 0.904 | 0.366 |
| 56183 | Nmu | 10.070 | 2.291 | 2.594 | 0.883 | 0.377 |
| 12802 | Cnr2 | 221.504 | 0.269 | 0.316 | 0.851 | 0.395 |
| 16485 | Kcna1 | 133.138 | 0.321 | 0.386 | 0.830 | 0.406 |

**Table S7:** Overrepresented core enriched genes in mouse skin wounds 1 day post traumatic brain injury as assessed by gene set enrichment analysis of sensory perception of pain Gene Ontology term.

How the deposited data were processed for this re-analysis (not part of the article)

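RNA was measured by sequencing in 15 samples of mouse skin, 3 mice in each of 5 groups: TBI skin wounds (T + W) and wound only (W) at 1 DPI and at 7 DPI, and uninjured skin. Samples were mapped to groups and replicate numbers from the sample labels, in which wound only mice are named sham, and the groups were checked against the paper's description of the experiment. All 15 samples were mapped, and 0 columns of per-sample values were left unused.

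The authors trimmed adaptors, filtered reads by quality, aligned them to mm10 with HISAT2, assembled transcripts and deposited raw read counts per gene, without normalization; the paper's text does not name the counter. The authors also deposited FPKM values, which divide each count by the length of the gene and by an effective library size. Recomputing these values from the counts showed that the effective library sizes are proportional to DESeq2's size factors and not to the total counts. Both kinds of values cover 54532 genes, named by Ensembl identifiers with symbols and GRCm38 coordinates. The authors tested for differential expression with DESeq2.

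From the counts, genes with at least 10 counts in at least 3 samples of a comparison were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test, with only the groups compared in the fit and without a block. TBI skin wounds were compared with wound only at each time point, wound only with uninjured skin at each time point, and the effect of TBI between the time points as an interaction over the 12 wound samples. Unadjusted p under 0.05 follows the paper's definition of DEGs, and p adjusted by the Benjamini-Hochberg method over all genes tested is given beside it. Values of single genes were also compared with an exact permutation test of the mean log2 CPM over the 10 splits of 6 samples, two-sided, whose smallest p is 0.1. Log2 CPM values used a prior count of 2. Distances between samples used the 500 most variable genes. Genes expressed in only one group were counted from the FPKM values with a mean over 1.

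Gene sets were tested with camera in limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. There were 22 sets, fixed by gene symbol before the data were examined, and p values were adjusted over the 44 tests of both time points. The GO and KEGG term tables that the paper names were not used here. Over-representation was tested with Fisher's exact test, two-sided, with the tested genes as background. A fold change against a group with at most 3 counts in each mouse was treated as a lower bound.

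Genes named in the text were chosen by a rule set before the data were examined. It takes every gene of the paper's RNA seq statements, its qPCR genes and the genes of the proteins it measured, and gives the genes of Tables S2 to S7 as counts. At each time point it adds the 5 genes higher and the 5 genes lower in TBI skin wounds with the lowest p whose 3 values all lie on one side of the 3 wound only values. Symbols that the paper spells differently were matched to the annotation by the gene they describe. Genes that the closing section singles out outside this rule are marked there. A gene that this rule covers is not reported here.

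The total count per sample ranged from 12176091 in wound only at 7 DPI to 27821470 in uninjured skin. The smallest expression that 3 counts can show was 0.108 to 0.246 CPM; this covers counting error only, and the spread between mice is the larger error. Replicates were compared by chi-square tests before averaging and none was close enough to be a repeated library.

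The tests were tested on simulated data with 200 changed genes among 17493 (1 DPI) and 17297 (7 DPI) genes tested. At an adjusted p under 0.05, edgeR recovered 81% and 67% of the genes changed 4-fold and 15% and 13% of those changed 2-fold, with 3 and 5 false calls. Of the unchanged genes, 4.73% and 4.78% had an unadjusted p under 0.05. DESeq2 recovered 84% and 74% of the genes changed 4-fold, with 17 and 29 false calls. In the simulated interaction over 18661 genes, 55.5% of 200 genes changed 8-fold were recovered. The camera test called the changed set and 0 of 20 unchanged sets. The simulated genes were drawn independently of each other, so this does not test camera on sets whose genes vary together. The correction for GC content moved a simulated rho of -0.29 to -0.0095 and recovered 82% of the genes changed 4-fold among 17489 genes tested.

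Alternatives set before the data were examined were DESeq2 1.42.0 with the same gene filter, DESeq2's size factors in edgeR, no gene filter, a filter on a mean of 1 CPM, all 15 samples in one fit, the replicate number as a block, voom with sample quality weights, an absolute log2 fold change of at least 1, and leaving out each mouse in turn. For genes expressed in only one group they were FPKM limits of 0.5 and 0.1, FPKM over 1 in all 3 mice, and a mean over 1 CPM. Gene sets were also tested with an inter-gene correlation estimated for each set and with fgsea 1.28.0, and over-representation with an unadjusted p under 0.01. After the values were seen, DESeq2 without a gene filter, random thinning to the smallest library, leaving out mitochondrial genes, leaving out each mouse from the interaction, and a correction for GC content, alone and with the block, were added. The correction removed each sample's lowess trend of expression on the GC content of the transcripts, with a span of 0.3, and GC content was taken from reference transcripts matched by Ensembl identifier (99.9% of the genes tested had a value).

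The pairing in the block comes from the replicate numbers in the sample labels. Same-numbered samples are different mice, and the paper does not describe them as pairs. Immunostaining, ELISA, qPCR and wound closure values were not analysed here. Genes with too few counts for the filter were left out of the tests, and reads shared between near-identical genes were not reassigned.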

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

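The tests of other splits of the samples for single gene sets and for the interaction of gene sets, of single mice, of blood, of more epidermis and of the mitochondrial share were chosen only after the result was seen.

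The effect of TBI on 5 gene sets differed between the time points in a test of the interaction (limma's camera, 22 sets over 12 wound samples). The effect at 7 DPI minus that at 1 DPI was 0.84 for the cornified envelope (69 of 76 genes, adjusted p = 2.1e-16) and 0.26 for differentiated epidermal keratins (adjusted p = 0.0191). It was -0.70 for receptor genes (adjusted p = 0.0060), -0.62 for skeletal muscle genes (adjusted p = 4.2e-04) and -1.34 for erythrocyte genes (adjusted p = 4.2e-05). Of the 32 splits that part every same-numbered pair at both time points, 30 gave at least 5 sets with an adjusted p under 0.05, the real one included, and the number ranged from 3 to 14. The number of sets is therefore what other groupings of the same mice give as well. With the replicate number as a block the values were 0.88, 0.31, -0.54, -0.57 and -1.21, and after the GC correction without the block the differentiated keratins no longer passed (0.20, adjusted p = 0.0537). With the block and the GC correction all 5 passed again, with 0.26 for the differentiated keratins (adjusted p = 0.0279).

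The part of these differences that comes from 7 DPI was examined for the cornified envelope and the muscle genes. Cornified envelope genes were higher in T + W at 7 DPI (0.81). However, 2 of the 4 splits that part every pair gave a mean as large (3 of the 10 splits in all). Without wound replicate 1 the mean fell to 0.40. Keratins of the wound edge, which should follow if the T + W samples held more epidermis, had a mean of 0.027 (8 of 11 genes higher, adjusted p = 0.0571). They passed the limit with the mean CPM filter (0.39, adjusted p = 0.0019, where the cornified envelope had 0.84), after the GC correction (0.059, adjusted p = 0.0460), with the replicate number as a block, with the block and the correction, and without TBI replicate 1 or 3 or wound replicate 2 or 3. Over the alternatives the adjusted p ranged from 0.0019 to 0.865. More epidermis in the T + W samples could therefore account for part of the difference. Skeletal muscle genes were lower in T + W at 7 DPI (-1.09, 1 of 27 genes higher). A mean as large came from 2 of the 4 splits (3 of the 10 in all), and without TBI replicate 1 it was -0.74. The mean log2 CPM of these genes was 6.47, 6.71 and 8.15 in the T + W mice and 7.92 to 8.49 in the W mice. A faster cornification after TBI is a candidate explanation for the first pattern and a different share of muscle in the samples for the second, but neither can be told apart from the grouping of mice by chance, and the first neither from the weight of wound replicate 1 nor from more epidermis.

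Neutrophil markers, which the paper does not discuss as a group, were higher in T + W than in W at 1 DPI (mean log2 fold change 0.78, 19 of 24 genes, adjusted p = 1.9e-11), 0.79 with the replicate number as a block and 0.71 with the block and the GC correction. The mean log2 CPM was 4.07, 4.58 and 4.42 in T + W and 4.40, 2.59 and 3.92 in W, so W replicate 1 lay inside the range of T + W. Without wound replicate 2 the mean log2 fold change was 0.26. A mean as large came from 2 of the 4 splits that part every pair (2 of the 10 in all). Erythrocyte genes were higher as well (0.78), which is what more blood in the samples would give. W replicates 2 and 3 lay below every T + W mouse in both sets, and W replicate 1 inside the range of T + W in both, although replicate 2 was the lowest in neutrophil markers and replicate 3 in erythrocyte genes. From uninjured skin to W at 1 DPI, neutrophil markers rose by 4.15 while erythrocyte genes changed by -0.28, so blood does not set the level in the wound, but this does not test the difference between T + W and W. The GC correction left 0.71, so GC content does not account for the difference. A stronger early influx of neutrophils after TBI may explain the values, but it cannot be told apart from blood in the sample, from the weight of 1 mouse or from the grouping of mice by chance.

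Erythrocyte genes at 1 DPI had a mean log2 fold change of 0.78 (7 of 7 genes, adjusted p = 5.7e-06), 0.77 with the block and 0.81 with the block and the GC correction. The mean log2 CPM was 3.82, 3.60 and 4.66 in T + W and 3.85, 3.39 and 2.54 in W. Without TBI replicate 3 the difference was 0.38, and 2 of the 4 splits (3 of the 10 in all) gave one as large. After the GC correction alone it was 0.80. Bleeding or perfusion of the wound could explain it, but so could single mice and the grouping by chance.

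Neutrophil markers at 7 DPI had a mean log2 fold change of 1.06 (13 of 17 genes, adjusted p = 6.2e-08). The mean log2 CPM was 1.45, 1.31 and 1.66 in T + W and 1.16, 0.588 and 0.215 in W, so all T + W mice lay above all W mice. Only the real split, 1 of the 4 that part every pair, gave a mean as large (1 of the 10 splits in all), and the lowest value with a mouse left out was 0.74. Erythrocyte genes went the other way at this time point (-0.57, from -1.03 to -0.29 with each mouse left out), a direction that speaks against blood in the sample. The size of this decrease is uncertain, since 4 of these 6 fits did not pass the limit. With the block the mean was -0.21 (adjusted p = 0.152). Neutrophils that stay longer, or S100a8 and S100a9 expressed by keratinocytes, are candidate explanations. With 3 mice against 3 the pattern cannot be told apart from the grouping of mice by chance, since that share is never under 0.1. The difference between the effects at 7 DPI and 1 DPI was -0.029 for these markers (adjusted p = 0.331).

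Mitochondrial genes took 12.6% to 24.7% of the counts in the 6 samples at 7 DPI, where the other 9 samples, uninjured skin included, had 1.25% to 4.22%. The 20 genes with the most counts took 20.1% of the counts in T + W and 22.3% in W at 7 DPI, against 12.4% in uninjured skin. The paper does not report this. T + W (16.8% ± 4.84, SD, n = 3) and W (19.0% ± 6.07, SD, n = 3) overlapped at 7 DPI. Nuclear genes of the respiratory chain were higher in W at 7 DPI than in uninjured skin (mean log2 fold change 0.55, 59 of 76 genes), and not at 1 DPI (-0.036), as more mitochondria in the tissue would give. Separate processing of the day 7 libraries was looked for in the library sizes, and 1 of the 6 libraries had as many total counts as the smallest of the other samples, so the sizes overlap. Reads from silent receptor genes, a measure of background, were also higher at 7 DPI. Their means were 35.2 CPM in T + W and 32.0 CPM in W, against 11.1 to 15.6 CPM in the other groups. The labels give no library batch, and a difference in RNA handling between the time points was not tested. Higher mitochondrial content of the wound at 7 DPI is a hypothesis, and the time point and the processing day cannot be separated. Leaving mitochondrial genes out gave 293 genes at 7 DPI against 292.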

How the results depend on the processing

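The correction for GC content, DESeq2 without a gene filter, thinning of the libraries, leaving out mitochondrial genes and leaving out mice from the interaction were tests chosen only after the result was seen, and the other alternatives were set before the data were examined. Over 17 results that answer a comparison, 88 of 117 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times the count, 28 moved and 1 reversed. Over 44 gene set results, 186 of 264 values kept both, 31 were weaker, 31 stronger and 16 reversed. For the 84 genes, 822 of 838 values kept both, 7 were stronger and 9 reversed. For the changes listed here, the cause was not tested.

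Without a gene filter, 722 genes had an unadjusted p under 0.05 at 1 DPI (402 higher and 320 lower, against 237 with the filter) and 18 an adjusted p under 0.05. At 7 DPI there were 738 genes against 292, W at 1 DPI against uninjured skin gave 1839 against 563, and the interaction gave 1 gene with an adjusted p under 0.05 (937 unadjusted) against 0. With all 15 samples in one fit, the numbers were 135 at 1 DPI, 853 at 7 DPI (455 higher and 398 lower) and 324 for W at 1 DPI against uninjured skin. Voom with sample quality weights gave 771 and 843 genes at 1 DPI and 7 DPI. At 7 DPI 239 of these were higher and 604 lower, where edgeR's test gave 151 higher and 141 lower. Against uninjured skin the weighted voom fit gave 4445 genes for W at 1 DPI and 8160 for W at 7 DPI. Voom was not run without the weights. Requiring an absolute log2 fold change of at least 1 left 131 and 175 genes. DESeq2 gave 3 genes with an adjusted p under 0.05 at 7 DPI (405 unadjusted), and 1621 genes for W at 1 DPI against uninjured skin. DESeq2 without a gene filter, chosen after the values were seen, gave 555 genes at 7 DPI and 5 with an adjusted p under 0.05. Of the genes called at an unadjusted p under 0.05, 210 of 260 at 1 DPI and 259 of 405 at 7 DPI were shared between DESeq2 and edgeR with the same filter, and 185 of 771 and 210 of 843 between the weighted fit and edgeR.

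With a mean FPKM over 0.1, 1114 genes were expressed only in T + W and 1010 only in W at 1 DPI, and 1796 and 2157 at 7 DPI. With a mean over 1 CPM, 162 genes were expressed only in W at 1 DPI. With FPKM over 1 in all 3 mice, 423 genes were expressed only in T + W at 7 DPI.

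Whether the inter-gene correlation was fixed or estimated, which also changes camera's degrees of freedom, had the most effect on the set tests. Estimated for each set, it left 0 sets with an adjusted p under 0.05 at each time point (5 and 2 at an unadjusted p under 0.05), while the mean log2 fold changes stay the same by construction. The adjusted p rose to 0.308 for chemokine ligands (0.46), 0.488 for phagocytosis genes (0.20) and 0.417 for receptor genes (0.16) at 1 DPI. At 7 DPI it rose to 0.417 for the cornified envelope (0.81) and 0.612 for differentiated epidermal keratins (0.52). Over the alternatives, the fits that left out a mouse included, the adjusted p ranged from 3.5e-11 to 0.308, from 2.7e-05 to 0.743, from 0.0037 to 0.417, from 7.1e-28 to 0.417 and from 2.9e-05 to 0.612 for these 5 sets.

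With the replicate number as a block, 115 genes at 1 DPI had an unadjusted p under 0.05, and 1756 genes for W at 1 DPI against uninjured skin an adjusted p under 0.05. In the same fit the T cell markers (0.17, adjusted p = 0.0363) and the antimicrobial genes (0.25, adjusted p = 0.0200) passed the limit at 1 DPI. Differentiated epidermal keratins (0.053) and Arg1 (0.39) were higher in T + W at 1 DPI instead of lower. At 7 DPI, same-numbered T + W and W samples deviated together little (mean r 0.077 across genes, from -0.046 to 0.20, and -0.039 between samples with other numbers). The block gave 330 genes there, 77 higher and 253 lower, with 0 at an adjusted p under 0.05, and 131 of them were among the 292 genes called without it. T cell markers (0.11), phagocytosis genes (0.035) and Acta2 (0.047) became higher in T + W, the cornified envelope had a mean of 0.94, wound-edge keratins passed the limit (0.15, adjusted p = 0.0183, and 0.18, adjusted p = 0.0164, with the GC correction as well), and hair shaft genes had a mean of 3.71 (adjusted p = 5.0e-28, 31 of 34 genes; 5.0e-28 to 0.837 over the alternatives). With the GC correction and the block, chosen after the values were seen, 340 genes were called at 7 DPI, 78 higher and 262 lower.

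The GC correction, chosen after the values were seen, brought the T cell markers at 1 DPI past the limit (0.17, adjusted p = 0.0251) and reversed the differentiated epidermal keratins at 1 DPI (0.062) and Cxcl1 at 7 DPI (-0.018). With the correction and the block, the T cell markers had a mean of 0.18 (adjusted p = 0.0085). Differentiated epidermal keratins (0.13) and Arg1 (0.36) at 1 DPI were reversed, as were T cell markers (0.11), phagocytosis genes (0.039) and Acta2 (0.033) at 7 DPI. With fgsea, whose values are normalized enrichment scores, the T cell markers (1.55, adjusted p = 0.0438) and the antimicrobial genes (1.90, adjusted p = 0.0023) passed at 1 DPI. The sign reversed for wound-edge keratins at 1 DPI (-1.08) and for T cell markers (1.21), phagocytosis genes (1.01) and Y chromosome genes (0.42) at 7 DPI. With the mean CPM filter, antimicrobial genes passed at 1 DPI (0.31, adjusted p = 0.0156) and wound-edge keratins at 7 DPI (0.39, adjusted p = 0.0019; 0.0019 to 0.865 over the alternatives). It reversed wound-edge keratins (-0.034) and differentiated keratins (0.33) at 1 DPI, and T cell markers (0.011), phagocytosis genes (0.025) and neuronal and glial genes (0.046) at 7 DPI. Over the alternatives the adjusted p ranged from 1.1e-05 to 0.872 for the T cell markers and from 4.7e-06 to 0.743 for the antimicrobial genes at 1 DPI. Sample quality weights reversed Adgre1 (0.019) and Arg1 (1.19) at 1 DPI and Acta2 (0.30) and Ccl22 (-0.073) at 7 DPI. At an unadjusted p under 0.01, 0 cornified envelope genes were among the genes higher at 7 DPI (odds ratio 0, Fisher's exact test, p = 1).

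Leaving out each mouse in turn gave 162 to 368 genes at 1 DPI and 179 to 1652 at 7 DPI at an unadjusted p under 0.05. At an adjusted p under 0.05 it gave 0 to 33 genes at 7 DPI, 116 to 664 for W at 1 DPI and 2500 to 4890 for W at 7 DPI against uninjured skin. The highest numbers at 7 DPI came without TBI replicate 3 (636 higher and 1016 lower). The interaction had 180 to 1083 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The separation of samples at 7 DPI lay between -11.6 and 6.56, and the odds ratio of the cornified envelope genes between 1.72 and 64.9.

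At 1 DPI the set means ranged from -0.071 to 0.23 for macrophage markers, 0.0038 to 0.32 for T cell markers, 0.081 to 0.28 for phagocytosis genes, 0.069 to 0.39 for antimicrobial genes and 0.085 to 0.27 for receptor genes. They ranged from -0.45 to 0.088 for the cornified envelope, -0.45 to 0.33 for wound-edge and -0.55 to 0.29 for differentiated keratins. Hair shaft genes ranged from -1.68 to 1.87, adipocyte genes from -0.35 to 0.0029 and Y chromosome genes from -0.095 to 0.73. At 7 DPI the ranges were -0.097 to 0.42 for chemokine ligands, -0.45 to 0.33 for macrophage markers, -0.46 to 0.22 for pro-regenerative markers and -0.26 to 0.17 for T cell markers. They were -0.15 to 0.52 for antigen presenting cell markers, -0.20 to 0.23 for phagocytosis genes, -0.29 to 0.39 for wound-edge and 0.23 to 0.96 for differentiated keratins. Hair shaft genes ranged from -2.03 to 2.57, adipocyte genes from -0.39 to 0.077, neuronal and glial genes from -0.28 to 0.17, proliferation genes from -0.38 to 0.12 and Y chromosome genes from -0.14 to 0.15.

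Among single genes, the sign changed at 1 DPI for Adgre1 (-0.27 to 0.059), Arg1 (-0.52 to 1.10), Calcrl (-0.028 to 0.66), Chrna7 (-0.026 to 1.13), Cnr1 (-0.052 to 0.68) and H2-Ab1 (-0.49 to 0.12). At 7 DPI it changed for Acta2 (-0.57 to 0.60), Adgre1 (-0.67 to 0.090), Arg1 (-0.32 to 0.78), Ccl22 (-0.63 to 0.88), Cd3e (-0.15 to 0.26), Cxcl1 (-0.27 to 0.52), Itgax (-0.60 to 1.28) and Krt14 (-0.41 to 0.41). Over all fits that each left out one mouse, 33 of 264 set values were weaker, 34 stronger and 34 reversed, and the others kept their direction and side of the threshold.

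Depth limits the genes with few counts most. Of the genes called by DESeq2 without a gene filter, 55 of 303 at 1 DPI and 162 of 555 at 7 DPI had too few counts for the filter of 10 counts in 3 samples. The W libraries at 7 DPI, with 12176091 to 16340224 counts, were the smallest. Thinning all libraries of a time point to the smallest gave 228 and 303 genes at an unadjusted p under 0.05, and leaving out mitochondrial genes 236 and 293, with 0 at an adjusted p under 0.05 in each.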

Differences from the paper's values

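At 7 DPI the paper gives 555 DEGs, 243 higher and 312 lower in TBI skin wounds. The test used here gave 292 genes, 151 higher and 141 lower. For the total, DESeq2 with the gene filter (405) and edgeR without a gene filter (738) came within 1.5 times the paper's value among the alternatives set before the data were examined. DESeq2's size factors (297), the mean CPM filter (276), all 15 samples in one fit (853), the replicate number as a block (330), sample quality weights (843), an absolute log2 fold change of at least 1 (175) and the fits that each left out one mouse (179 to 1652) did not. For the genes higher in TBI skin wounds, DESeq2 (204), no gene filter (361), sample quality weights (239) and the fit without TBI replicate 1 (168) came within that range and the others set before the data were examined did not. For the genes lower in TBI skin wounds, no gene filter (377), all 15 samples in one fit (398) and the block (253) did, and the others, DESeq2 (201) included, did not. DESeq2 without a gene filter, chosen after seeing the values, gave the paper's 555, 243 and 312 genes. The GC correction gave 168 genes higher and, with the block, 262 genes lower, both chosen after seeing the values and both within 1.5 times the paper's value.

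At 1 DPI the values did not differ by this measure. There too DESeq2 without a gene filter, chosen after seeing the values, gave the paper's numbers, 303 genes with 150 higher and 153 lower.

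For genes expressed only in wound only, day 7, the paper's text gives 669 and the value here was 679, the number that its Figure 1A prints. The other 3 numbers of this kind were 400, 253 and 771 both in the paper and here.

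The paper describes Mdk as raised at 7 DPI. Here its log2 fold change was -0.98 at 7 DPI and 1.04 at 1 DPI. No setting gave Mdk a positive value at 7 DPI.

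Genes of T cell activation are described as enriched at 1 DPI. The T cell marker set, which is not the same list, had a mean log2 fold change of 0.17 with an adjusted p of 0.0643, and passed with the replicate block, with fgsea and without TBI replicate 2 or wound replicate 1. It also passed with the GC correction, alone or with the block, chosen after seeing the values. Antimicrobial genes had 0.23 with an adjusted p of 0.0571 and passed with the block, with fgsea, with the mean CPM filter and without TBI replicate 2 or wound replicate 1. Markers of pro-regenerative macrophages, described as raised at 7 DPI, had a mean of -0.10, and the fit without TBI replicate 1 gave 0.22 with an adjusted p of 0.0839.

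Single genes that the paper lists as raised and whose unadjusted p was over 0.05 here were also examined under each setting. Not all of them differ from the paper's values. For Ccl2, Thbs1, Ccl22, Cd209a, Hrh2, Htr2a and Cxcr4, the DESeq2 p values printed in its Tables S2 to S7 are over 0.05 as well. Cxcl3 at 1 DPI (0.0904) had an unadjusted p under 0.05 without a gene filter, with sample quality weights and without wound replicate 1, and in DESeq2 without a gene filter (0.0459), chosen after seeing the values. Lilr4b at 1 DPI (0.0518) had one with DESeq2, without a gene filter, with sample quality weights, without TBI replicate 3 or wound replicate 3, and in DESeq2 without a gene filter and the GC correction, both chosen after seeing the values. Cd209a at 1 DPI (0.142) had one only with sample quality weights (0.0406), and DESeq2 without a gene filter gave 0.165. Ccl4 (0.0511), Hrnr (0.0510) and Lor (0.0684) at 7 DPI had one with DESeq2 (0.0185, 0.0141 and 0.0268), without a gene filter, and in DESeq2 without a gene filter, chosen after seeing the values. All 15 samples in one fit did so for Ccl4 and Hrnr, DESeq2's size factors for Hrnr, the fit without TBI replicate 2 for Ccl4 and the fit without TBI replicate 3 for Hrnr and Lor. Ccl2 (0.122), Ccl22 (0.0855) and Thbs1 (0.112) at 1 DPI had one without a gene filter, and also Ccl2 without wound replicate 3 and Ccl22 without TBI replicate 2. Cxcl17 at 1 DPI had too few counts to be tested, and DESeq2 without a gene filter, chosen after seeing the values, gave it an unadjusted p of 0.00534. The receptor genes Calcrl, Chrna7, Cnr1, Hrh2, Htr2a and Cxcr4 at 1 DPI had log2 fold changes of 0.29 to 0.66 with unadjusted p values between 0.184 and 0.587, and no setting gave one under 0.05.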

Other observations

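The tests of the interferon-stimulated genes, of low genes in wound only at 7 DPI and of other splits for genes expressed in only one group were chosen only after the result was seen. The tests of GC content on the gene sets were written before the correction was run.

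How often other groupings of the same mice give as many genes was counted over the splits of the 6 samples of a time point into 3 and 3. Of the 10 splits, 4 part every same-numbered pair, the real one among them, and the other 6 part 1 pair. At 1 DPI the real split gave 237 genes at an unadjusted p under 0.05, the lowest of the 4 (237 to 2331), so 4 of the 4 gave as many, and the other 6 gave 223 to 2201. At 7 DPI 4 of the 4 gave at least 292 genes (292 to 1532), and the other 6 gave 440 to 1825. At an adjusted p under 0.05 the real split gave 0 genes at each time point, a number that any split reaches, and the other splits gave 0 genes at 1 DPI and 0 to 3 at 7 DPI. DESeq2 without a gene filter gave the same order, with 303 to 2858 genes at 1 DPI and 555 to 1856 at 7 DPI over the 4 splits, the real one the lowest. Its 5 genes with an adjusted p under 0.05 at 7 DPI were reached by 3 of the 4 splits (2 to 100). They are S100a8, S100a9, Il1f9, Gm13340 and Gm11361, the last named after its values were seen. For the interaction, 32 of the 32 splits that part every pair gave at least the 267 genes of the real one at an unadjusted p under 0.05, and 0 to 3 at an adjusted p under 0.05. In contrast, only the real split, 1 of the 4, gave as many genes between W and uninjured skin at 1 DPI (563) and at 7 DPI (5005). The other splits of those samples gave 0 or 1 gene at an adjusted p under 0.05. On simulated data of this sample size, edgeR recovered 81% and 67% of the genes changed 4-fold at 1 DPI and 7 DPI. Of those changed 2-fold it recovered 15% and 13%. Unchanged simulated genes had an unadjusted p under 0.05 in 4.73% and 4.78%, against 1.33% and 1.64% of the genes in the data. The simulated samples thus differ from the real ones. They leave open whether too few mice for small changes account for the 0 genes between T + W and W. For the comparisons of 3 mice with 3, 10 splits never give a share under 0.1, so these numbers of splits only place the real split among the others.

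The 13 gene sets past the limit at 1 DPI were reached by 1 of the 4 splits (11 to 13 sets, and 6 to 13 in the other 6 splits), and the 10 sets at 7 DPI by 3 of the 4 (8 to 15). An odds ratio of the chemokine ligands among genes higher at 1 DPI as large as 32.4 came from 1 of the 4 splits and 1 of the 10. One of the cornified envelope genes at 7 DPI as large as 13.2 came from 2 of the 4 and 3 of the 10. Genes expressed in only one group were fewest in the real split at both time points. In the real split 653 genes at 1 DPI and 1450 at 7 DPI were expressed in only one group, against 656 to 952 and 1497 to 1661 in the others, so 8 of the 8 splits of both time points that part every pair gave as many.

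At 1 DPI, the log2 fold changes were related to GC content across genes (Spearman rho -0.44, and genes are not independent replicates), and little to gene length (0.058). Against the other samples, rho was -0.54, -0.51 and 0.48 in the T + W mice and 0.65, -0.33 and -0.40 in the W mice, so the relation is a property of samples and not of groups. In 3 of the 4 splits that part every pair the relation was as strong. After the correction 14 sets passed the limit, and the chemokine ligands had a mean log2 fold change of 0.40, so GC content does not fully explain these results. The mean total count of T + W was 0.995 times that of W. The difference in mean log2 CPM was -0.42 for skeletal muscle genes and 0.34 for hair shaft genes, with the groups overlapping. The number of mice expressing Y chromosome genes differed by 0 between the groups at 1 DPI and by 0 at 7 DPI, since all 15 mice expressed them.

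At 7 DPI, rho was -0.048 with gene length and -0.062 with GC content. The mean total count of T + W was 1.45 times that of W, with no overlap of the groups. Thinning to equal depth gave 303 genes against 292, so library size does not account for the number. Skeletal muscle genes differed by -1.04 and hair shaft genes by 1.37 in mean log2 CPM. Hair shaft genes reached 5.15 in TBI replicate 1 and lay between -2.24 and 0.737 in the other 5 mice. A different share of muscle and of hair follicles in the excised skin is therefore a candidate explanation for part of the differences at 7 DPI.

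If TBI speeds up healing, the log2 fold changes at 7 DPI could follow the change from W at 1 DPI to uninjured skin. The correlation across genes was -0.015, and 3 of the 4 splits that part every pair (6 of 10 in all) gave one as large. This does not speak for or against a faster course, because uninjured skin (-13.9 to -9.70) lay between the day 1 wounds (24.0 to 41.5) and the day 7 wounds (-41.4 to -17.2) on the first principal component, so that the way from a day 7 wound to uninjured skin runs against the direction used. The difference from uninjured skin that was left at 7 DPI is more direct, and the sets given for it were chosen after their values were seen. Cornified envelope genes had a mean log2 fold change over uninjured skin of -1.57 in W (6 of 63 genes higher) and -0.75 in T + W (13 of 62 genes higher), and differentiated epidermal keratins -2.24 in W and -1.88 in T + W. T + W thus lay nearer to uninjured skin in these sets. It lay farther away in collagens (-0.24 in W and -0.58 in T + W), skeletal muscle genes (-0.014 and -1.03) and neutrophil markers (0.49 and 1.66). If TBI strengthens the wound response, the log2 fold changes at 1 DPI could follow the change from uninjured skin to W at 7 DPI. The correlation was 0.22, and 2 of the 4 splits (3 of 10) gave one as large. For the same reason this leaves a stronger response open, since day 1 and day 7 wounds lay on opposite sides of uninjured skin.

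Interferon-stimulated genes, a list made after Ifit1, Cmpk2, Oasl1 and Cxcl11 had been seen among the lowest p values, had a mean log2 fold change of -0.51 at 1 DPI (48 genes). The members not seen before had a mean of -0.40, and after the GC correction the whole list had -0.56. Without wound replicate 3 the mean was -0.23, and 2 of the 4 splits (3 of the 10 in all) gave one as large. A weaker early interferon response after TBI is a hypothesis that cannot be told apart from the weight of 1 W mouse or from the grouping of mice by chance. At 7 DPI Ifit1 (1.02) and Oas1g (1.83) were higher in T + W.

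The 10 genes with an unadjusted p under 0.05 at both time points, named after their values were seen, are Il1b, Il1f9, Ccl3, Fpr2, Hhatl and Aldoa with the same direction and Pdk4, Ifit1, Oas1g and Krt19 with opposite directions. Krt19 had a log2 fold change of 2.49 at 1 DPI and -2.37 at 7 DPI. Across the 16843 genes tested at both time points, rho between the log2 fold changes was 0.10.

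With a mean FPKM over 0.1, more genes were detected only in W than only in T + W at 7 DPI, although the W libraries were smaller. At equal depth the difference was still 364 genes, so library size does not explain it. Reads from silent receptor genes, a measure of background, were not higher in W (W minus T + W was -3.15 CPM, with 35.2 ± 2.09 CPM in T + W and 32.0 ± 4.81 CPM in W, SD, n = 3). No biological explanation was tested.

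The paper measured several proteins in tissue or serum, and the mRNA of their genes in the wounds is given here as values. At 1 DPI, log2 fold changes were -0.092 for Adgre1, which encodes F4/80, -0.24 for Cd3e, -0.063 for Arg1, 0.20 for Itgax, -0.30 for H2-Ab1, 0.42 for Igf1, 0.86 for Ccl22, 0.46 for S100a8 and 0.62 for S100a9. The values with the replicate number as a block were -0.10, -0.23, 0.39, 0.21, -0.24, 0.39, 0.65, 0.82 and 0.86. Col1a1 was lower in T + W (-1.06, edgeR p = 0.0285, exact permutation p = 0.1, and -1.10 with the block). Col3a1 (-0.49) was lower as well, by less than the spread between mice. Acta2 was lower in each T + W mouse than in each W mouse (147 ± 24.0 against 204 ± 24.9 CPM, SD, n = 3, log2 fold change -0.47, edgeR p = 0.0719, exact permutation p = 0.1, the smallest p that 3 against 3 allow). Over the alternatives its unadjusted edgeR or limma p lay between 0.0312, with the GC correction and the block, and 0.237, without TBI replicate 2 (exact permutation p = 0.1 over all mice), and its adjusted p was over 0.05 in each. The log2 fold changes at 7 DPI were -0.41 for Adgre1, 0.049 for Cd3e, 0.31 for Arg1, 0.83 for Itgax, 0.66 for H2-Ab1, -0.62 for Igf1, 0.49 for Ccl22, -0.39 for Col1a1, -0.58 for Col3a1 and -0.22 for Acta2. They were 2.49 for S100a8 (2.08 to 3.14 with each mouse left out in turn) and 2.50 for S100a9 (2.01 to 2.97). Among the stained epidermal proteins, they were 1.58 for Flg (0.32 to 2.05 with each mouse left out in turn), 0.92 for Ivl (0.46 to 1.29), 0.63 for Krt10 (0.36 to 0.94) and 0.11 for Krt14 (-0.41 to 0.41). Of the genes given for 7 DPI, only S100a8 and S100a9 had an unadjusted p under 0.05 in edgeR's test over all mice (exact permutation p = 0.1 each). Flg, Ivl and Krt10 had one without TBI replicate 3, Flg and Ivl without a gene filter, and Ivl with all 15 samples in one fit and in DESeq2 without a gene filter. Calca, which encodes CGRP, had 0 to 8 counts per mouse at 1 DPI and was not tested. Collagens as a set were lower in T + W at 1 DPI (-0.32, 6 of 36 genes higher, adjusted p = 2.3e-11) and at 7 DPI (-0.41, 9 of 38 higher, adjusted p = 0.0117), and so were myofibroblast genes (-0.35 and -0.47). With each mouse left out in turn, the collagen mean lay between -0.44 and -0.25 at 1 DPI and between -0.66 and -0.15 at 7 DPI. The myofibroblast mean lay between -0.39 and -0.29 at 1 DPI and between -0.82 and -0.092 at 7 DPI. Over the alternatives the adjusted p of the collagens ranged from 1.3e-16 to 0.161 and from 5.0e-04 to 0.648, and that of the myofibroblast genes from 4.8e-08 to 0.161 and from 4.2e-07 to 0.805. Proliferation genes were lower at 1 DPI (-0.30, 0 of 26 genes higher, adjusted p = 3.3e-09). Over the alternatives the adjusted p of this set ranged from 1.9e-14 to 0.387, the latter with the inter-gene correlation estimated, and without wound replicate 3 the mean was -0.10 (adjusted p = 0.0558).

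Tables S2 to S7 list 159 genes, and all were found. Of these, 132 were tested at 1 DPI and all 132 were higher in T + W, 20 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, with a median log2 fold change of 0.59 (0.16 to 1.95). In 28 of them each T + W mouse was above each W mouse. With the replicate number as a block 10 had an unadjusted p under 0.05, and with the block and the GC correction 14. The genes were chosen from the same data, so their common direction shows no stability.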
